# Non-cell-autonomous regulation of germline proteostasis by insulin/IGF-1 signaling-induced dietary peptide uptake via PEPT-1

**DOI:** 10.1038/s44318-024-00234-x

**Published:** 2024-09-16

**Authors:** Tahir Muhammad, Stacey L Edwards, Allison C Morphis, Mary V Johnson, Vitor De Oliveira, Tomasz Chamera, Siyan Liu, Ngoc Gia Tuong Nguyen, Jian Li

**Keywords:** Germline Proteostasis, Heat Shock Factor 1, Insulin and IGF-1 Signaling, Protein Synthesis, Peptide Uptake, Development, Metabolism, Translation & Protein Quality

## Abstract

Gametogenesis involves active protein synthesis and is proposed to rely on proteostasis. Our previous work in *C. elegans* indicates that germline development requires coordinated activities of insulin/IGF-1 signaling (IIS) and HSF-1, the central regulator of the heat shock response. However, the downstream mechanisms were not identified. Here, we show that depletion of HSF-1 from germ cells impairs chaperone gene expression, causing protein degradation and aggregation and, consequently, reduced fecundity and gamete quality. Conversely, reduced IIS confers germ cell resilience to HSF-1 depletion-induced protein folding defects and various proteotoxic stresses. Surprisingly, this effect was not mediated by an enhanced stress response, which underlies longevity in low IIS conditions, but by reduced ribosome biogenesis and translation rate. We found that IIS activates the expression of intestinal peptide transporter PEPT-1 by alleviating its repression by FOXO/DAF-16, allowing dietary proteins to be efficiently incorporated into an amino acid pool that fuels germline protein synthesis. Our data suggest this non-cell-autonomous pathway is critical for proteostasis regulation during gametogenesis.

## Synopsis

Germline proteostasis is essential for gametogenesis, but how it is regulated at the organismal level is poorly understood. Using *C. elegans* as a model, this study shows how germline proteostasis is controlled by the coordinated activities of HSF-1 and insulin/IGF-1 signaling (IIS).

- HSF-1 is required in the germline at ambient temperature for chaperone expression, protein folding, and oogenesis.
- Reduced IIS enhances germline proteostasis upon HSF-1 depletion or proteotoxic stress by lowering ribosome biogenesis and translation rate.
- IIS activates the expression of the intestinal peptide transporter PEPT-1, thus promoting germline protein synthesis via dietary protein uptake.

## Abstract (web summary)

To allow protein synthesis required during *C. elegans* gametogenesis, insulin/IGF-1 signaling activates PEPT-1 in the intestine to provide necessary amino acids.

## Introduction

Gametogenesis, in which primordial germ cells develop into gametes (sperm or oocytes) through mitotic proliferation, meiotic differentiation, and gamete maturation, is essential for sexually reproducing animals to transmit genetic information over generations while introducing genetic diversity (Childs et al, 2008). During gametogenesis, germ cells experience periods of very active protein synthesis to make cell-cycle-specific proteomes through mitosis and meiosis and to prepare maternal proteins for embryogenesis (Muhammad and Li, 2023; Sala and Morimoto, 2022). These newly synthesized proteins must be folded into proper conformations assisted by molecular chaperones to be functional (Labbadia and Morimoto, 2015). How animals coordinate protein translation and folding during gametogenesis to ensure sufficient folding capacity is poorly understood.

Heat shock factor 1 (HSF1), a key transcription regulator of cellular responses to proteotoxic stress (Gomez-Pastor et al, 2018; Pessa et al, 2024), has evolutionarily conserved roles in gametogenesis in vertebrates and invertebrates (Christians et al, 2000; Edwards et al, 2021; Jedlicka et al, 1997). It activates the transcription of selective molecular chaperones and co-chaperones in germ cells under physiological and stress conditions (Bierkamp et al, 2010; Das et al, 2020; Edwards et al, 2021; Metchat et al, 2009). Reports from *C. elegans* and mice also suggest that HSF1 binds to the promoters and regulates the expression of genes with other essential functions in reproduction, including meiosis (Edwards et al, 2021; Le Masson et al, 2011). It is yet to be determined whether the primary role of HSF1 in germline development is to maintain proteostasis.

Our previous study has shown that the requirement for HSF-1, the only HSF in *C. elegans*, in germline development is dictated by the activity of insulin/IGF-1 signaling (IIS) (Edwards et al, 2021). While in the wild-type animals, loss of HSF-1 from the germline through larval development results in sterility, reduced IIS could partially restore fecundity in the absence of HSF-1 in germ cells. This finding implies that reducing IIS may rewire the proteostasis network and render germ cells less dependent on HSF-1-mediated chaperone expression. IIS is a highly conserved nutrient-sensing pathway that promotes gametogenesis both cell-autonomously in the germline and non-cell-autonomously from somatic tissues (Muhammad and Li, 2023; Templeman and Murphy, 2018). In addition, IIS activity needs to be fine-tuned for gamete quality as hyperactivation of IIS has detrimental effects on oogenesis, while reduced IIS preserves functional oocytes during maternal aging in mice and *C. elegans* (Luo et al, 2010*;* Reddy et al, 2008). On the other hand, IIS impacts proteostasis and responses to proteotoxic stress through transcriptional and post-transcriptional control of many players in protein synthesis, turnover, and quality control (Demontis and Perrimon, 2010; Hsu et al, 2003; Taniguchi et al, 2006; Taylor and Dillin, 2011; Zhao et al, 2007). However, it is not clear why the activities of HSF-1 and IIS need to be coupled for germline development and how IIS regulates germline proteostasis at the organismal level.

In this study, we found that HSF-1 is important for germline proteostasis by enhancing protein folding capacity in *C. elegans* gametogenesis at ambient temperature. Reduced IIS grants germ cells resilience against proteotoxic challenges associated with loss of HSF-1 and stress through lowering ribosomal biogenesis and translation rate. Interestingly, IIS promotes protein synthesis in the germline non-cell-autonomously via transcriptional activation of the intestinal peptide transporter, PEPT-1. Our findings suggest that IIS-mediated dietary protein absorption and germline protein synthesis must work in concert with HSF-1-dependent protein folding to maintain proteostasis in gametogenesis.

## Results

### HSF-1 is important for germline proteostasis at ambient temperature

HSF-1 is well-known for its roles in proteotoxic stress responses, such as against heat shock, but it also regulates gene expression in physiological conditions during development, reproduction, and aging (Edwards et al, 2021; Li et al, 2016; Morphis et al, 2022). In a previous study, we identified the HSF-1 transcriptional program in *C. elegans* germline by combining tissue-specific HSF-1 depletion using the auxin-inducible degron (AID) system with ChIP-seq and RNA-seq analyses at ambient temperature (Edwards et al, 2021). Among those genes that had HSF-1 binding at the promoters and decreased expression upon HSF-1 depletion in the germline of young adults are proteostatic and reproduction-related genes. Kinetic analysis indicated that a group of chaperone and co-chaperone genes were the most sensitive to HSF-1 depletion by showing the quickest decline of mRNA levels (Edwards et al, 2021), implicating that they are likely the primary target genes of HSF-1 in gametogenesis. Interestingly, following the decrease of chaperone mRNAs at 8 h of HSF-1 depletion from the germline, genes in the ubiquitin-proteasome system (UPS) were induced at the 16 h time point (Fig. 1A). This result implies that the UPS is upregulated as a stress response to remove misfolded proteins caused by loss of HSF-1-dependent chaperone expression and decreased protein folding capacity.

**Figure 1:**
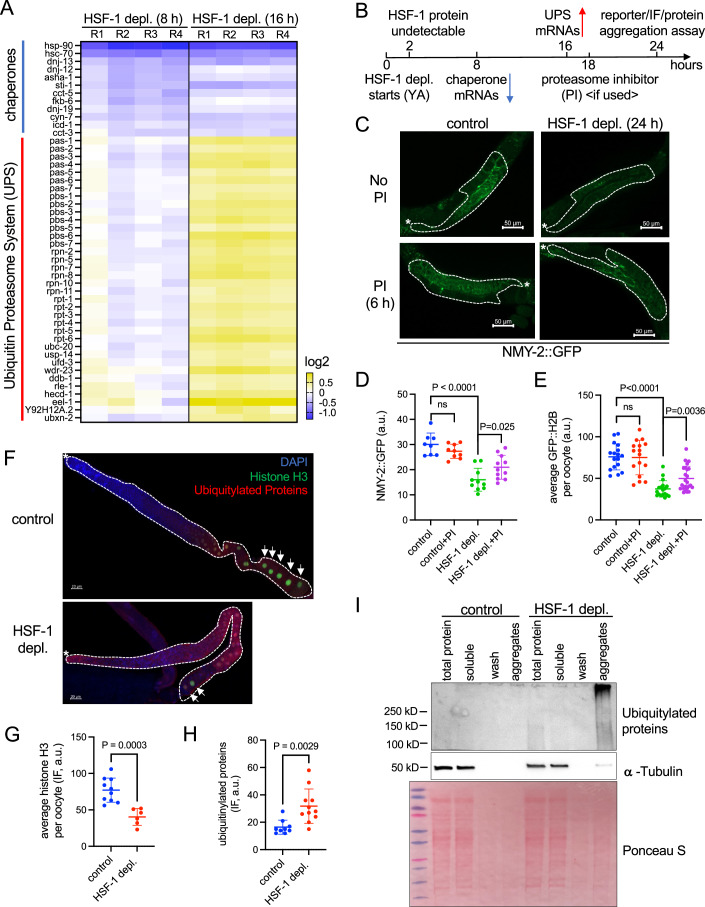
Loss of HSF-1 from the germline impairs the expression of chaperone genes, causing protein degradation and aggregation. (**A**) Heatmap of mRNA fold changes at HSF-1-dependent chaperone and co-chaperone genes as well as components of the ubiquitin-proteasome system (UPS) upon depletion of HSF-1 (HSF-1 depl.) from the germline of young adults using auxin-inducible degradation (AID) for 8 h and 16 h. Differentially expressed genes (FDR: 0.05) at either time point in both functional groups are included. The promoters of chaperone and co-chaperone genes shown in the heatmap are bound by HSF-1 in germ cells as determined by ChIP-seq. Heatmap columns represent biological replicates. (**B**) Schematic diagram of germline-specific HSF-1 depletion experiments that test protein stability, misfolding, and aggregation. The kinetics of HSF-1 depletion and mRNA changes are based on our previous report (Edwards et al, 2021). (**C**, **D**) Representative images (**C**) and quantification of protein levels of NMY-2::GFP transgene (**D**) in the germline upon HSF-1 depletion. HSF-1 was depleted from the germline of young adults using AID for 24 h in the presence or absence of the proteasome inhibitor bortezomib (PI) for the last 6 h of HSF-1 depletion. The dashed lines outline the gonads. The white asterisks (*) indicate the distal end of gonads where progenitor cells are located. Control: *N* > = 8; HSF-1 depletion: *N* > = 10. (**E**) Quantification of protein levels of GFP::H2B transgene in fully grown oocytes upon germline-specific depletion of HSF-1. The level of GFP::H2B in each oocyte nucleus is quantified, and the average signal of all oocytes for each gonad arm is calculated and plotted. Experiments were done as in (**B**, **C**). Control: *N* > = 16; HSF-1 depletion: *N* > = 18. (**F**–**H**) Representative images (**F**) and quantification of endogenous histone H3 (**G**) and ubiquitylated proteins (not free ubiquitin) (**H**) by immunofluorescence (IF) upon germline-specific depletion of HSF-1 in young adults for 24 h. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. The arrows indicate the fully grown oocytes, where the levels of histone H3 are quantified. For Histone H3, control: *N* = 10; HSF-1 depletion: *N* = 6 (not all gonads examined contained fully grown oocytes upon HSF-1 depletion). For ubiquitylated proteins, control: *N* = 9; HSF-1 depletion: *N* = 11. (**I**) Western blot of protein aggregates upon germline-specific depletion of HSF-1 in young adults for 24 h. Antibodies against ubiquitin and α-tubulin were used. The ‘aggregates’ fraction was loaded as 10-fold of the other fractions. In all the dot plots, the mean and standard deviation are plotted. *P*-values were calculated by unpaired t-test. ns: *p* > = 0.05. Source data are available online for this figure.

To test this hypothesis, we examined the stability of GFP fusion and endogenous proteins followed by HSF-1 depletion (Fig. 1B). Loss of HSF-1 from the germline for 24 h led to a significant decrease of the NMY-2 (non-muscle myosin) fusion protein that is expressed by the NMY-2 promoter and resides in the cytosol of the germline (Fig. 1C,D). This change likely occurred at the protein level as HSF-1 depletion did not lower the mRNA levels of nmy-2 during the 24-h time course (Fig. EV1A). Similarly, the GFP fusion of histone H2B that accumulates in the nuclei of oocytes also decreased upon HSF-1 depletion (Figs. 1E and EV1B). The decline of both NMY-2 and H2B was partially reversed by inhibition of proteasome for 6 h before imaging analysis (Figs. 1C–E and EV1B), suggesting that HSF-1-mediated chaperone expression is essential for the stability of both cytosolic and nuclear proteins in germ cells. Notably, the short proteasome inhibition was not sufficient to restore HSF-1 protein levels from the depletion by AID (Fig. EV1C). Therefore, the partial recovery of GFP fusion proteins was not due to re-gaining HSF-1 activities in the germline but rather through preventing the degradation of NMY-2 and H2B fusion proteins by the UPS. The endogenous histone H3 showed a similar decline in protein levels upon HSF-1 depletion as measured by immunofluorescence (IF) (Fig. 1F,G). In addition, we monitored the change of ubiquitylated proteins in the germline upon loss of HSF-1. Low levels of ubiquitylated proteins were visible in the presence of HSF-1 at the diplotene stage and in oocytes, consistent with the reported functions of protein ubiquitylation in meiosis (Rao et al, 2017; Wu et al, 2021). Upon HSF-1 depletion, levels of ubiquitylated proteins significantly elevated through the germline (Fig. 1F,H), suggesting the increase of misfolded proteins that were ubiquitinylated for clearance. Finally, we found that high molecular weight, ubiquitylated proteins increased in the detergent-insoluble aggregates upon HSF-1 depletion from the germline, supporting them as the misfolded species and aggregation-prone (Fig. 1I). Interestingly, we also found that a small fraction of α-tubulin was in the insoluble fraction upon HSF-1 depletion, indicating the gain-of-function toxicity of misfolded proteins that trapped other proteins into aggregates and further imbalanced the proteome. The accumulation of ubiquitylated proteins in aggregates also suggests the protein degradation system may be overwhelmed by the continuous influx of misfolded proteins due to insufficient folding capacity. Supporting this notion, the levels of NMY-2::GFP were recovered after a prolonged 48 h depletion of HSF-1 (Fig. EV1D–F) with the appearance of GFP in puncta-like structures (Fig. EV1E, lower panel).

**Figure EV1:**

Related to Fig. 1. Loss of HSF-1 from the germline impairs the expression of chaperone genes, causing protein degradation and aggregation. (**A**) Histograms showing mRNA fold changes (FC) of the *nmy-2* gene upon HSF-1 depletion from the germline of young adults for 8 h, 16 h, or 24 h based on RNA-seq analysis. The chaperone gene *hsp-90* and proteasome component *pas-1* are included as controls. Mean and standard deviation are plotted (8 h & 16 h: *N* = 4; 24 h: *N* = 3). (**B**) Representative images of GFP::H2B transgene in the germline upon HSF-1 depletion. HSF-1 was depleted from the germline of young adults using AID for 24 h in the presence or absence of the proteasome inhibitor bortezomib (PI) for the last 6 h of HSF-1 depletion. The dashed lines outline the gonads. The white asterisks (*) indicate the distal end of gonads where progenitor cells are located. The arrows indicate the fully grown oocytes, where the levels of GFP::H2B are quantified. (**C**) Representative images of the endogenously tagged HSF-1::degron::GFP upon auxin-induced degradation. HSF-1 was depleted from the germline of young adults upon auxin treatment for 24 h in the presence or absence of the proteasome inhibitor bortezomib (PI) for the last 6 h of HSF-1 depletion. The dashed lines outline the gonads. The white asterisks (*) indicate the distal end of gonads where progenitor cells are located. The proteasome inhibitor treatment was not sufficient to restore HSF-1 protein levels. (**D**–**F**) Representative images of NMY-2::GFP transgene in the germline upon HSF-1 depletion from germ cells starting at the young-adult stage for 24 h (**D**) and 48 h (**E**), and the corresponding quantification (**F**). The dashed lines outline the gonads. The white asterisks (*) indicate the distal end of gonads where progenitor cells are located. In the dot plots, the mean and standard deviation are plotted (Day 2: *N* = 8; Day 3: control *N* = 7, HSF-1 depletion *N* = 9). *P*-values were calculated by unpaired t-test. ns: *p* > = 0.05.

Our data demonstrate that protein misfolding, degradation, and aggregation increase following the decline of HSF-1-dependent chaperone expression, indicating that HSF-1 is essential for providing protein folding capacity in germ cells.

### Insufficient protein folding capacity compromises fecundity and gamete quality

We then tested the impacts of insufficient protein folding capacity on gametogenesis. As soon as 16 h of HSF-1 depletion from young adult germline, we observed a significant decrease in the portion of mitotic nuclei in the S-phase (EdU positive, Fig. 2A,B). This result is consistent with our previous finding that HSF-1 supports the proliferation of germline stem cells (GSC) (Edwards et al, 2021). In addition, HSF-1 depletion caused an increase of nuclei in the mitotic zone and a decrease in the transition zone (Fig. EV2A,B), suggesting an impairment of GSC differentiation into meiotic prophase I. The defects that we observed in gametogenesis very likely resulted from insufficient protein folding due to the declined expression of HSF-1-dependent chaperone and co-chaperone genes, as at 16 h of HSF-1 depletion, the other HSF-1 target genes just began changing their mRNA levels (Edwards et al, 2021). Loss of HSF-1 from the germline also led to significant oocyte degeneration. During oogenesis, a subset of germ cells at the pachytene stage enter physiological apoptosis, which mainly occurs near the loop region (Fig. 2C, left panel). They are proposed to function as nursing cells and supply cytoplasmic components to the developing oocytes (Gartner et al, 2008). HSF-1 depletion, however, dramatically increased the apoptosis of oocytes that have finished cellularization and are much bigger in size (Fig. 2C,D). Consistent with the cellular defects, we found the fecundity of self-reproducing hermaphrodites declined dramatically starting from the second day of HSF-1 depletion (Figs. 2E and EV2C). We conclude that it was due to the impairment of ongoing oogenesis in young adults rather than the potential impacts on the quality of sperm that were made at the L4 larval stage because a similar decline of fecundity was observed upon HSF-1 depletion when we mated the hermaphrodites with wild-type males (Figs. 2F and EV2C). Loss of HSF-1 from the germline also compromised the quality of oocytes as embryo lethality increased by more than 10-fold in both self-progenies and mated progenies starting from the second day of HSF-1 depletion (Fig. 2G). Results from germline-specific RNAi against HSF-1-activated chaperone and co-chaperone genes support that the decline in protein folding capacity and loss of proteostasis underlie the reproductive defects upon HSF-1 depletion. Consistent with our previous report (Edwards et al, 2021), knock-down of two essential ATP-dependent chaperones, *hsc-70* (also called *hsp-1) and hsp-90*, from germ cells resulted in sterility or close to sterility (Fig. EV2D–F). RNAi against the co-chaperone gene *dnj-13* also significantly reduced brood size and increased embryo lethality, though to a lesser extent than HSF-1 depletion (Fig. EV2D–F). In addition, *hsp-90* RNAi increased protein ubiquitylation through the germline and reduced histone H3 protein in oocytes as observed upon HSF-1 depletion (Fig. EV2G–I), suggesting elevated protein misfolding and degradation because of insufficient chaperone levels.

**Figure 2:**
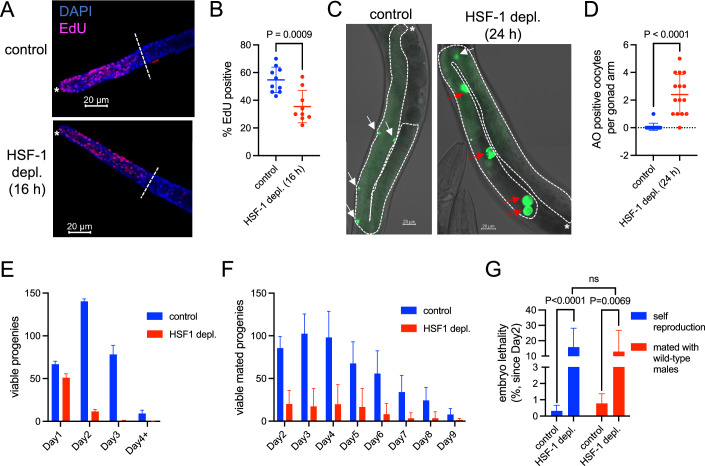
HSF-1 is required in the adult germline for fecundity and oocyte quality. (**A**) Representative images of gonads with EdU labeling of nuclei in the S-phase and DAPI staining of all germline nuclei upon depletion of HSF-1 from the germline of young adults for 16 h. Progenitor cell proliferation occurs in the mitotic zone between the distal end of gonads marked by the white asterisks (*) and the dashed lines that indicate where the nuclei start transitioning into meiotic pre-phase I. (**B**) Quantification of the percent of mitotic nuclei in the S-phase (EdU positive) upon depletion of HSF-1 from the germline of young adults for 16 h. Mean and standard deviation are plotted (control: *N* = 10; HSF-1 depletion: *N* = 9). The *P*-value was calculated by unpaired t-test. (**C**, **D**) Representative images (**C**) and quantification (**D**) of acridine orange (AO) staining upon depletion of HSF-1 from the germline of young adults for 24 h. The white arrows indicate apoptotic cells at the pachytene stage. The red arrows indicate degenerative oocytes. The number of AO-positive oocytes in each gonad arm is quantified, and the mean and standard deviation are plotted (*N* = 15). The *P*-value was calculated by unpaired t-test. (**E**) Fecundity as measured by self-progenies when HSF-1 was depleted from the germline of hermaphrodites starting from Day 1 of adulthood. Mean and SEM are plotted (three experiments, *N* > = 10 for each experiment). (**F**) Fecundity as measured by mated progenies when HSF-1 was depleted from the germline of hermaphrodites and mated with N2 males on Day 1 of adulthood. Mean and standard deviation are plotted (control: *N* = 12; HSF-1 depletion: *N* = 11). (**G**) Embryo lethality caused by depletion of germline HSF-1. HSF-1 was depleted from the germline of hermaphrodites starting from Day 1 of adulthood, and embryo lethality in self-progenies and mated progenies (with N2 males) was measured on Day 2 and after. Mean and standard deviation are plotted (self-reproduction: *N* = 15; mating experiments: *N* > = 10). *P*-values were calculated by unpaired t-test. ns: *p* > = 0.05. Source data are available online for this figure.

**Figure EV2:**

Related to Fig. 2. HSF-1 is required in the adult germline for fecundity and oocyte quality. (**A**, **B**) Quantification of the total number of nuclei in the mitotic zone (**A**) and transition zone (**B**) upon depletion of HSF-1 from the germline of young adults for 16 h. Mean and standard deviation are plotted (*N* > = 9). *P*-values were calculated by unpaired t-test. (**C**) Histograms showing the total number of eggs (live and dead) upon HSF-1 depletion from the germline of hermaphrodites starting from Day 1 of adulthood during self-reproduction and when mated with N2 males. Mean and standard deviation are plotted (self-reproduction: *N* = 15; mating experiments: *N* > = 10). *P*-values were calculated by unpaired t-test. ns: *p* > =0.05. (**D**–**F**) Histograms showing the total number of eggs (live and dead) (**D**), viable progenies (**E**), and embryo lethality (**F**) with germline-specific RNAi against selective chaperone and co-chaperone genes. The four selected chaperone and co-chaperone genes are direct target genes of HSF-1, which have HSF-1 binding at their promoters in germ cells (ChIP-seq) and significantly decrease mRNA expression upon 8 h of HSF-1 depletion from the germline (FDR: 0.05, RNA-seq) (Edwards et al, 2021). Animals were treated with control RNAi (L4440) or RNAi against chaperone and co-chaperone genes starting from egg lay. Mean and standard deviation are plotted (*N* > = 15). *P*-values were calculated by unpaired t-test. ns: *p* > = 0.05. (**G**–**I**) Representative images (**G**) and quantification of ubiquitylated proteins (not free ubiquitin) (**H**) and endogenous histone H3 (**I**) by immunofluorescence (IF) upon germline-specific RNAi against *hsp-90*. Animals were treated with control RNAi (L4440) or RNAi against *hsp-90* starting from the L3 larval stage, which allowed more oocytes to develop in the hsp-90 RNAi group than starting the RNAi treatment at egg lay. IF was performed on Day 1 of adults. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. The arrows indicate the fully grown oocytes, where the levels of histone H3 are quantified. Mean and standard deviation are plotted (control RNAi: *N* = 9; hsp-90 RNAi: *N* = 12 for ubiquitylated proteins and *N* = 8 for histone H3 as not all hsp-90 RNAi treated animals developed fully grown oocytes). *P*-values were calculated by unpaired t-test.

### Reduced insulin/IGF-1 signaling confers germ cells’ resilience against limited protein folding capacity

Despite HSF-1’s role in germ cell proteostasis, our previous study showed that reduced insulin/IGF-1 signaling (IIS) could alleviate the requirement for HSF-1 in germline development. When HSF-1 was depleted from the germline through larval stages, the wild-type animals were utterly sterile, while the reduction-of-function mutant of insulin/IGF-1 receptor, *daf-2(e1370)*, partially restored the reproduction (Edwards et al, 2021). Similar results were observed when we depleted HSF-1 from the germline at the young-adult stage after hermaphrodites switched from spermatogenesis to oogenesis (Fig. 3A,B). Reduced IIS, as in the *daf-2(e1370)* animals or *daf-2(e1370)* animals further treated with *daf-2* RNAi, decreased the brood size in the presence of HSF-1 (Fig. 3A), consistent with the role of IIS in promoting gametogenesis (Lopez et al, 2013; Michaelson et al, 2010). However, reduced IIS rendered fecundity less dependent on HSF-1 (Fig. 3A) and dramatically decreased embryo lethality associated with HSF-1 depletion (Fig. 3B). These results implicate that reduced IIS could improve proteostasis in germ cells without HSF-1.

**Figure 3:**
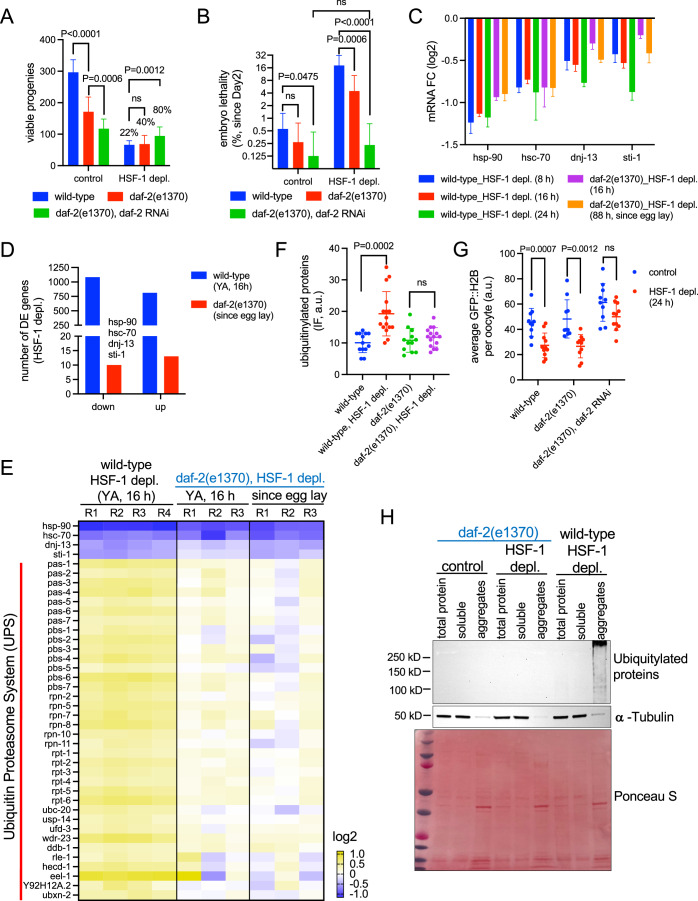
Reduced Insulin/IGF-1 signaling (IIS) confers resilience against limited protein folding capacity in gametogenesis. (**A**, **B**) Brood size (**A**) and embryo lethality (**B**) of animals with reduced IIS upon depletion of HSF-1 from the germline starting from Day 1 of adulthood. The wild-type and *daf-2(e1370)* animals were treated with *daf-2* RNAi or control RNAi (L4440) starting at egg lay. In brood size analysis, the y-axis depicts the number of viable progenies. The percentage of brood size obtained upon HSF-1 depletion compared with the control in the same genetic background is labeled. Embryo lethality was measured on Day 2 and after. Mean and standard deviation are plotted (*N* > = 15). *P*-values were calculated by unpaired t-test. ns: *p* > =0.05. (**C**) Histograms showing mRNA fold changes (FC) of selective chaperone and co-chaperone genes upon HSF-1 depletion from the germline as measured by RNA-seq analysis in the wild-type and *daf-2(e1370)* animals. The four chaperone and co-chaperone genes showed significant changes in mRNA levels (FDR: 0.05) upon HSF-1 depletion in the wild-type and *daf-2(e1370)* animals. In the wild-type animals, HSF-1 was depleted from the young adults for 8 h, 16 h, or 24 h. In the *daf-2(e1370)* animals, HSF-1 depletion was done in the young adults for 16 h or started from egg lay for 88 h till the animals grew to gravid adults. Mean and standard deviation are plotted (wild-type 8 h & 16 h: *N* = 4; wild-type 24 h & *daf-2(e1370)* experiments: *N* = 3). (**D**) Histograms showing the number of differentially expressed (DE) genes (FDR: 0.05) caused by HSF-1 depletion from the germline in the wild-type animals at young-adult (YA) stage for 16 h and from the *daf-2(e1370)* animals starting from egg lay. (**E**) Heatmap of mRNA fold changes at selective chaperone and co-chaperone genes as well as components of the ubiquitin-proteasome system (UPS) upon depletion of HSF-1 from the germline of the wild-type and *daf-2(e1370)* animals. Heatmap columns represent biological replicates. (**F**) Quantification of ubiquitylated proteins in the gonads by immunofluorescence (IF) upon germline-specific depletion of HSF-1 for 24 h from young adults of the wild-type and *daf-2(e1370)* animals. Mean and standard deviation are plotted (*N* > = 12). *P*-values were calculated by unpaired t-test. ns: *p* > = 0.05. (**G**) Quantification of protein levels of GFP::H2B transgene in fully grown oocytes upon germline-specific depletion of HSF-1 for 24 h from young adults. The wild-type and *daf-2(e1370)* animals were treated with *daf-2* RNAi or control RNAi (L4440) starting from egg lay. Mean and standard deviation are plotted (*N* > = 10). *P*-values were calculated by unpaired t-test. ns: *p* > = 0.05. (**H**) Western blot of protein aggregates upon germline-specific depletion of HSF-1 in young adults of the *daf-2(e1370)* and wild-type animals for 24 h. Antibodies against ubiquitin and α-tubulin were used. The ‘aggregates’ fraction was loaded as 10-fold of the other fractions. Source data are available online for this figure.

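RNA from whole *daf-2(e1370)* animals was sequenced in 12 libraries, 3 in each of 4 groups. The animals carry degron-tagged HSF-1 and express TIR1, the adaptor that lets auxin trigger its degradation, in the germline. Auxin at 1 mM was given to young adults for 16 h, or from egg lay for 88 h until the animals were gravid. Each auxin group has its own controls kept on 0.25% ethanol for as long. The polyA-enriched libraries were directional and sequenced paired-end. The authors aligned the reads to the WBcel235 genome with STAR and counted them per gene with featureCounts, sharing multi-mapped and overlapping reads as fractions. The authors then removed genes of low expression and made log2 CPM with edgeR for 12958 genes. These are reads per gene scaled to an adjusted library size, since the unlogged values of a library sum to 824844 to 1008434. Reads per library, read back from the spacing of the low values, were 22.1 to 24.9 M in the 16 h controls and 20.9 to 25.7 M in the 16 h depletion group. At 88 h they were 21.6 to 38.1 M in the controls and 25.7 to 28.9 M in the depletion group. The deposited log2 values were compared with limma in one fit of all 12 libraries, over 12634 genes with at least 1 CPM in at least 25% of the libraries. Auxin was compared with ethanol at each time, and the change at 88 h with the change at 16 h. Gene lists were compared with all other genes by camera, with a preset correlation between genes of 0.01. All p-values were adjusted by Benjamini-Hochberg. Auxin removes the HSF-1 protein, so *hsf-1* mRNA does not show how far it was lost (log2 fold change 0.06 at 16 h and 0.15 at 88 h, limma adjusted p = 1 and adjusted p = 0.93). In a simulation with 200 changed genes drawn at random, 63% of 100 with a change of 1 on the log2 scale were recovered at either time. With a change of 2, 92% were recovered at 16 h and 95% at 88 h. The real comparisons called 10 and 13 genes, and the adjustment is stricter where fewer genes change. These shares may therefore be too high for the real data.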

To understand why IIS dictates the requirement for HSF-1 in germ cells, we first tested if reduced IIS restores chaperone expression in the absence of HSF-1 by RNA-seq analysis. 

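The mRNA for *hsp-90*, the cytosolic HSP90 chaperone, was lower after HSF-1 was removed from the germline of *daf-2(e1370)* animals at both times. It went from 2846 ± 125 to 1488 ± 29.6 CPM at 16 h and from 2773 ± 3.02 to 1489 ± 83.0 CPM at 88 h (mean ± SD, n = 3 libraries per group). The mRNA of *hsp-1*, which encodes the constitutive HSP70 called HSC-70, went from 3454 ± 290.1 to 1966 ± 301 CPM and from 3582 ± 34.3 to 2022 ± 148 CPM. For *dnj-13*, a J-domain partner of HSP70, the values were 183 ± 13.1 and 149 ± 10.9 CPM at 16 h and 175 ± 4.27 and 125 ± 3.93 CPM at 88 h. For *sti-1*, whose product links HSP70 to HSP90, they were 159 ± 12.3 and 138 ± 8.03 CPM and 163 ± 5.80 and 122.3 ± 8.39 CPM. The genes lie at V 14684918 to 14688545 (*hsp-90*, WBGene00000915), IV 17278959 to 17281330 (*hsp-1*, WBGene00002005), II 11545701 to 11547360 (*dnj-13*, WBGene00001031) and V 773518 to 774775 (*sti-1*, WBGene00019983). At 16 h, *hsp-90* fell with a log2 fold change of -0.94 ± 0.03 (limma adjusted p = 0.000481) and *hsp-1* with -0.82 ± 0.22 (adjusted p = 0.0385), each a mean ± SD of the 3 depletion libraries against the mean of the controls. The values for *dnj-13* and *sti-1* at 16 h were -0.30 ± 0.10 (limma adjusted p = 0.531) and -0.20 ± 0.08 (adjusted p = 1). At 88 h, *hsp-90* (-0.90 ± 0.08, limma adjusted p = 0.000488), *hsp-1* (-0.83 ± 0.11, adjusted p = 0.0274) and *dnj-13* (-0.49 ± 0.05, adjusted p = 0.0246) fell. The change in *sti-1* at 88 h was -0.41 ± 0.10 (limma adjusted p = 0.179). Adjusted over the list alone, all 4 genes were lower at each time, but the study chose this list on these samples, so that count is not independent evidence. The depletion libraries lay below all controls for each gene except *sti-1* at 16 h. The 16 h call of *hsp-1* is lost without control replicate 2 (adjusted p = 0.268) or 3 (adjusted p = 0.319), or without depletion replicate 1 (adjusted p = 0.237) or 2 (adjusted p = 0.278), and the 88 h calls of *hsp-1* (limma adjusted p from 0.0846 to 0.198) and *dnj-13* (from 0.0666 to 0.178) without any 1 of the 6 libraries. Median-of-ratios scaling ends the calls of *hsp-1* at 16 h (adjusted p = 0.0556) and of *dnj-13* at 88 h (adjusted p = 0.0903). With only the 2 compared groups in the fit those of *hsp-1* at 16 h (adjusted p = 0.603) and 88 h (adjusted p = 0.125) and of *dnj-13* (adjusted p = 0.165) are lost. They are lost too when genes induced by auxin itself are left out before the adjustment (adjusted p = 0.0972, adjusted p = 0.06 and adjusted p = 0.0586). The unadjusted limma p hardly moves there (*hsp-1* at 16 h 3.09e-05 against 3.04e-05). The adjustment without the top-ranked auxin genes thus ends these calls. In the other direction, quantile scaling (adjusted p = 0.0281) or the replicate number as a block (adjusted p = 0.0431) brings in *sti-1* at 88 h, and a block for each pair of control and depletion libraries does not (adjusted p = 0.073).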

The genes encoding *hsp-90* and *hsc-70* chaperones and two co-chaperones, *dnj-13* and *sti-1*, were still significantly downregulated when HSF-1 was depleted from the germline of *daf-2(e1370)* animals (Fig. 3C,D). 

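The response to the chronic depletion in *daf-2(e1370)* animals could not be told apart from the response to the acute one for any single gene. Of 12634 genes, 0 passed the limma test of the difference between the changes at 88 h and 16 h, against 241 at an unadjusted p under 0.05. That is a smaller share than the 0.05 that no difference would give, so it is no sign of further genes. For *hsp-90*, *hsp-1*, *dnj-13* and *sti-1* as a group, the median difference was -0.10 (camera adjusted p = 0.15, and adjusted p = 0.86 with an estimated correlation). The median log2 fold change of this group was -0.56 at 16 h and -0.66 at 88 h, without a list test, since the study shows these 4 genes for their change in these samples. A wider list of 34 cytosolic chaperones holds these genes too, so its tests below are not fully independent of that choice, and adds the CCT chaperonin, prefoldin and partners of HSP90 such as *daf-41*. At 16 h its median was -0.12, with 7 members positive and 2 lower over all genes (3 adjusted over the list alone). Camera calls it lower than other genes (adjusted p = 4.63e-07, and adjusted p = 0.539 with an estimated correlation). At 88 h the median was -0.22, with 1 member positive and 3 lower (13 adjusted over the list alone, camera adjusted p = 3.71e-23, and adjusted p = 0.0425 with an estimated correlation). The 4 heat-inducible heat shock genes that could be tested had medians of -0.37 and 0.09 (camera adjusted p = 0.0819 and adjusted p = 0.749). Among them *hsp-70*, the heat-inducible HSP70 (I 9320325 to 9322519), had 1.32 ± 0.266 and 1.08 ± 0.474 CPM in controls and depleted animals at 16 h, and 1.57 ± 0.341 and 1.66 ± 0.225 CPM at 88 h. Wild-type animals were not analysed here, so these values are not set against 16 h of depletion in the wild type.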

Significantly, upon chronic depletion of HSF-1 starting from egg lay in the *daf-2(e1370)* animals, the decrease in mRNA levels of those chaperone and co-chaperone genes was comparable with that upon 16 h of HSF-1 depletion in the wild-type animals (Fig. 3C), which was sufficient to cause gametogenesis defects (Fig. 2A,B) and expression changes at ~2000 genes in the wild-type animals (Fig. 3D). Furthermore, RNA-FISH analysis in our previous study has shown although IIS tunes up HSF-1-dependent chaperone expression, in the absence of HSF-1, the wild-type and *daf-2(e1370)* animals have comparable mRNA levels of *hsp-90* and *hsc-70* in the germline (Edwards et al, 2021). Therefore, reduced IIS renders germ cells more tolerant to limited chaperone expression.

We then tested if reduced IIS mounts a more robust stress response to loss of HSF-1 from the germline. Reduced IIS enhances stress response through downstream transcription factors, such as FOXO/DAF-16 and NRF/SKN-1 (Henis-Korenblit et al, 2010; Hsu et al, 2003; Murphy et al, 2003; Tullet et al, 2008). Our previous study demonstrates that animals with reduced IIS are tolerant to HSF-1 depletion from the germline in a manner that is independent of SKN-1 and only requires DAF-16 non-cell-autonomously from the soma (Edwards et al, 2021). These data suggest that the stress responses mediated by SKN-1 and DAF-16 are unlikely to play essential roles in the germline to resolve proteotoxicity resulting from the loss of HSF-1. 

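Transcripts of proteasome subunits stayed close to their controls after HSF-1 was removed from the *daf-2(e1370)* germline. None of the 33 subunits passed the test at either time, over all genes or adjusted over the list alone. At 16 h, 31 of the 33 were above their controls, with a median log2 fold change of 0.15. The share of ribosomal RNA was also higher in every one of these depletion libraries (4.6% to 6.2% of reads) than in the controls (1.7% to 4.4%). Camera calls the list higher than other genes (adjusted p = 1.34e-13, and adjusted p = 0.539 with an estimated correlation). *pas-1*, an alpha subunit of the 20S core, had 121.5 ± 0.921 and 138 ± 3.68 CPM in controls and depleted animals at 16 h, and 120.5 ± 6.23 and 129.5 ± 8.36 CPM at 88 h (limma adjusted p = 1 and adjusted p = 0.928). *rpn-2*, a subunit of the 19S regulatory particle, had 386 ± 19.9 and 405 ± 34.9 CPM at 16 h and 376 ± 11.9 and 401 ± 43.5 CPM at 88 h. The median of the list at 88 h was 0.07, with 24 subunits positive (camera adjusted p = 0.00657, and adjusted p = 0.89 with an estimated correlation). Library by library, the median of the subunits against the mean of the controls was 0.09, 0.21 and 0.17 with auxin at 16 h and -0.01, 0.00 and 0.02 in the controls (exact two-sided permutation p = 0.1, the smallest that 3 against 3 can give). At 88 h it was 0.01, 0.00 and 0.15 with auxin (exact two-sided permutation p = 0.5). The 28 autophagy genes had medians of 0.02 and 0.05 (camera adjusted p = 0.868 and adjusted p = 0.0936). *lgg-1*, a ubiquitin-like protein of the autophagosome membrane, had 198 ± 4.95 and 197 ± 11.8 CPM at 16 h. The call of the proteasome list at 88 h is lost without control replicate 1 (0.06, adjusted p = 0.0796), control replicate 3 (0.06, adjusted p = 0.0564) or depletion replicate 3 (0.01, adjusted p = 0.963).

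**Figure D1:**
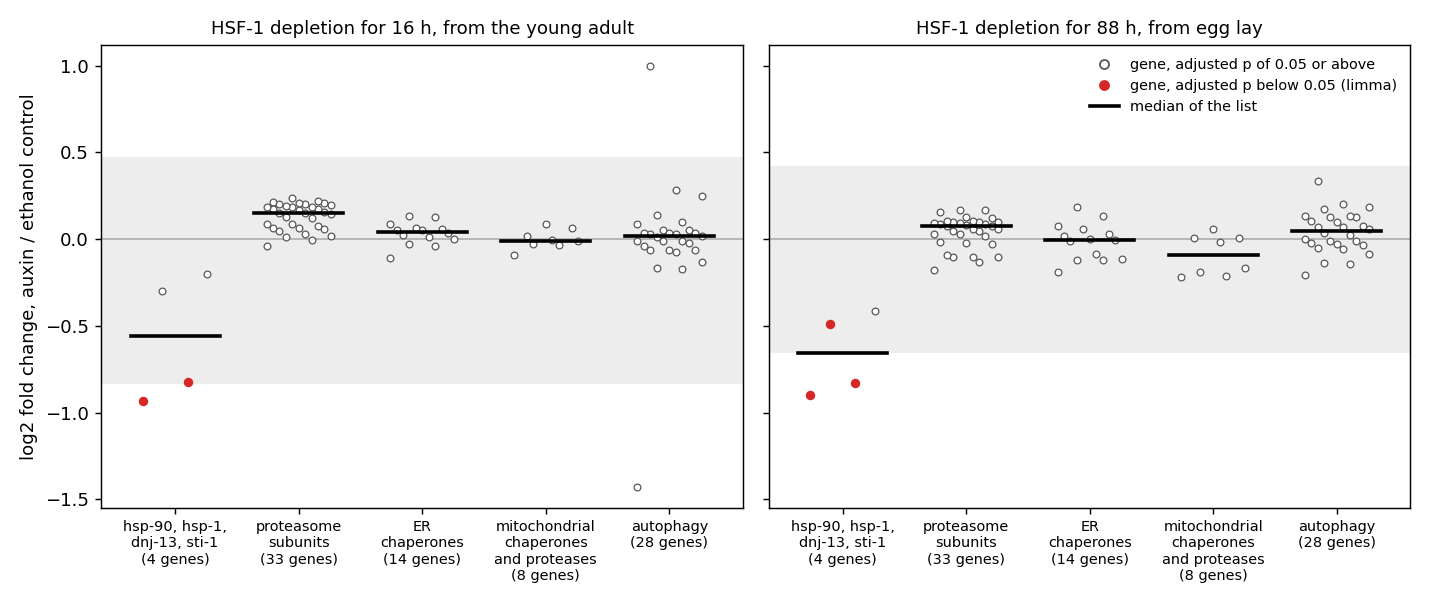
Log2 fold change after HSF-1 depletion in *daf-2(e1370)* animals against ethanol controls, at 16 h (left) and 88 h (right). The columns hold *hsp-90*, *hsp-1*, *dnj-13* and *sti-1*, proteasome subunits, chaperones of the endoplasmic reticulum, chaperones and proteases of mitochondria, and autophagy genes. Each circle is a gene, filled red where limma gives an adjusted p under 0.05, and each black line is the median of a list. The grey band holds the middle 95% of all genes tested, from -0.83 to 0.47 at 16 h and from -0.65 to 0.42 at 88 h.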

Our RNA-seq analysis showed that the UPS components were not induced upon acute or chronic depletion of HSF-1 from the germline of *daf-2(e1370)* animals (Fig. 3E). Furthermore, loss of HSF-1 from germ cells only altered the expression of a handful of genes in addition to the four chaperone and co-chaperone genes mentioned above in the *daf-2(e1370)* animals (Fig. 3D). These results implicate the intrinsic property of germline proteome in the *daf-2(e1370)* animals rather than stress response underlies its resilience against low protein folding capacity.

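Most genes that rose after HSF-1 depletion encode enzymes of xenobiotic metabolism. After 16 h, 10 of 12634 genes changed, 7 higher and 3 lower, and after 88 h 13 changed, 10 higher and 3 lower. The cytochrome P450 genes *cyp-35A2*, *cyp-35A3*, *cyp-35A4*, *cyp-35A5* and *cyp-35C1* and the glucuronosyltransferase gene *ugt-22* rose at both times, as did *F13D11.4*. *cyp-35A3* went from 1.19 ± 0.516 to 18.5 ± 4.54 CPM at 16 h (log2 fold change 4.02, limma adjusted p = 0.000312) and from 1.19 ± 0.270 to 29.1 ± 4.32 CPM at 88 h (4.63, adjusted p = 5.47e-05). *ugt-22* went from 68.2 ± 12.2 to 158 ± 20.8 CPM and from 67.6 ± 1.86 to 186 ± 10.79 CPM (1.22 and 1.46, limma adjusted p = 0.00161 and adjusted p = 0.000288). The authors' list of genes induced by auxin itself holds 6 of the 7 genes higher at 16 h and 7 of the 10 higher at 88 h. Of the higher genes, *cyp-35A5* is not on it (1.18 at 16 h and 1.45 at 88 h), while its paralogs are. Its 16 h call ends after quantile scaling (1.13, adjusted p = 0.336), without any 1 of the 6 libraries (limma adjusted p from 0.0581 to 0.169) and when the genes on that list are left out before the adjustment (adjusted p = 0.076), and its 88 h call with only the 2 compared groups in the fit (adjusted p = 0.111). With only these groups the 16 h calls of *ugt-22* (adjusted p = 0.104) and *F13D11.4* (adjusted p = 0.436) end as well, the latter also in 5 of 6 cases without 1 library (limma adjusted p from 0.0515 to 0.141). Reads shared between paralogs were counted as fractions, so values within this family are not fully separate. Also not on it are the nicotinic receptor subunit gene *unc-38*, which rose at 88 h from 37.99 ± 1.55 to 51.6 ± 1.76 CPM (0.44, limma adjusted p = 0.0181), and the carboxylesterase gene *cest-35.2*, which rose at 88 h from 2.48 ± 0.148 to 5.26 ± 0.291 CPM (1.09, adjusted p = 0.0246). With each control and depletion library of equal number as a pair in a block, a setting chosen after the pairing was seen, *unc-38* (adjusted p = 0.073) and *cest-35.2* (adjusted p = 0.0507) are lost, and quantile scaling ends the call of *cest-35.2* too (adjusted p = 0.0912). Without 1 library in turn *unc-38* is lost in 5 of 6 cases (limma adjusted p from 0.0656 to 0.159) and *cest-35.2* in all 6 (from 0.0964 to 0.168). Both are also lost with only the 2 compared groups (adjusted p = 0.474 and adjusted p = 0.332) and without the genes on the auxin list (adjusted p = 0.0586 and adjusted p = 0.0586). *rnh-1.3*, which encodes a ribonuclease H, fell at 16 h from 57.4 ± 0.879 to 34.3 ± 2.35 CPM (-0.75, limma adjusted p = 0.0381), a call kept with the block for each pair (adjusted p = 0.0482) and lost with the replicate number as a block (adjusted p = 0.057) or after median-of-ratios scaling (adjusted p = 0.0634). It is lost too without any 1 of the 6 libraries (limma adjusted p from 0.0976 to 0.272) and without the genes on the auxin list (adjusted p = 0.0972). As a list, 131 genes of xenobiotic enzymes had medians of 0.10 at 16 h and 0.17 at 88 h, with 6 higher each time (10 and 8 adjusted over the list alone). Camera calls the list higher than other genes (adjusted p = 4.74e-07 and adjusted p = 2.97e-11, and adjusted p = 0.636 and adjusted p = 0.421 with an estimated correlation). At an unadjusted p under 0.05 there were 560 genes at 16 h and 752 at 88 h. The share at 16 h is below, and that at 88 h slightly above, the 0.05 that no change would give. The libraries of control and depletion did not overlap for 10.9% of genes at either time. Chance gives 10% where libraries are independent. Here control and depletion libraries of equal number correlate, so that value is not an exact reference.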

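Genes that report insulin and stress signaling were close to their controls as well. The 13 genes that DAF-16 activates when insulin signaling is low (Class I) had a median log2 fold change of 0.03 at 16 h and -0.06 at 88 h (camera adjusted p = 0.499 and adjusted p = 0.478). Those linked to the opposite response (Class II, 6 genes) had 0.05 and 0.11 (camera adjusted p = 0.318 at 88 h and not called at 16 h). *sod-3*, a mitochondrial superoxide dismutase and a common readout of DAF-16, had 29.1 ± 4.12 and 27.9 ± 3.62 CPM in controls and depleted animals at 16 h, and 41.2 ± 8.16 and 40.6 ± 0.939 CPM at 88 h. *skn-1*, which encodes the NRF homolog, had 130.0 ± 3.37 and 125 ± 9.68 CPM at 16 h and 129.5 ± 1.65 and 132 ± 3.78 CPM at 88 h. The 19 genes of the insulin and TOR pathways had medians of 0.05 and 0.04 (camera adjusted p = 0.316 and adjusted p = 0.235). *pept-1*, the intestinal peptide transporter, had 30.6 ± 3.85 and 27.9 ± 4.86 CPM at 16 h and 72.5 ± 15.9 and 67.3 ± 14.7 CPM at 88 h. None of these named genes passed the test (limma adjusted p from 0.992 to 1). HSF-1 was removed in the germline alone, while the RNA is from whole animals. Genes expressed mainly in other tissues, such as *pept-1*, may therefore not show a change in germ cells. From the few genes that change and from the proteasome genes, the paper proposes that a property of the germline proteome in *daf-2(e1370)* animals, and not a stress response, lets the germ cells withstand a low folding capacity.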

Finally, we tested if reduced IIS enhances proteostasis in germ cells without HSF-1. Consistent with the expression data on the UPS components, ubiquitylated proteins did not significantly increase in the germline of *daf-2(e1370)* animals upon HSF-1 depletion, implicating less misfolded proteins resulted from HSF-1 depletion when IIS was reduced (Figs. 3F and EV3A). Although the *daf-2(e1370)* mutation was not sufficient to maintain histone protein levels in the oocytes without HSF-1 (Figs. 3G and EV3A–C), further reducing IIS by *daf-2* RNAi restored the levels of GFP::H2B (Figs. 3G and EV3C). This is consistent with the observation that HSF-1 depletion had minimal impacts on fecundity and embryo lethality in the *daf-2(e1370)* animals treated with *daf-2* RNAi (Fig. 3A,B). Furthermore, reduced IIS, as in the *daf-2(e1370)* animals, prevented the accumulation of high molecular weight, ubiquitylated proteins in the detergent-insoluble aggregates upon HSF-1 depletion from the germline (Fig. 3H). Collectively, our results indicate that reduced IIS enhances germline proteostasis when protein folding capacity is compromised upon loss of HSF-1.

**Figure EV3:**

Related to Fig. 3 and Fig. 4. Reduced Insulin/IGF-1 signaling (IIS) confers resilience against limited protein folding capacity in gametogenesis through the regulation of translation. (**A**, **B**) Representative images (**A**) of endogenous histone H3 and ubiquitylated proteins (not free ubiquitin) by immunofluorescence (IF) upon germline-specific depletion of HSF-1 in the *daf-2(e1370)* animals starting from the young-adult stage for 24 h. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. The levels of histone H3 in the fully grown oocytes (as indicated by arrows) are quantified (**B**) together with the results from the wild-type animals as a control. Mean and standard deviation are plotted (*N* > = 12). *P*-values were calculated by unpaired t-test. (**C**) Representative images of GFP::H2B transgene in fully grown oocytes upon germline-specific depletion of HSF-1 for 24 h from young adults. The wild-type and *daf-2(e1370)* animals were treated with *daf-2* RNAi or control RNAi (L4440) starting from egg lay. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. The arrows indicate the fully grown oocytes, where the levels of GFP::H2B are quantified. (**D**) Principal component analysis (PCA) on the RNA-seq results of the whole worm lysate or isolated germline nuclei from young adults of the wild-type and *daf-2(e1370)* animals (*N* = 3).

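Muscle and yolk transcripts were lower in nuclei than in worms, but genes of meiosis and germ cells were not higher in nuclei as a list. Body wall muscle markers were lower in nuclei than in worms of the same genotype, by a median log2 fold change of -2.49 in the wild type (10 of 13 lower) and -2.38 in *daf-2(e1370)* (8 lower, limma over all 12 libraries). All 6 vitellogenin genes, which encode yolk proteins made in the intestine, were lower in nuclei, with medians of -2.79 and -3.16. Ribosome biogenesis genes, many of them for nucleolar proteins, were higher in nuclei for 15 of 30 in the wild type (median 0.81) and 20 of 30 in *daf-2(e1370)* (1.77). Over 42 genes of meiosis and germ cells the median was -0.69 in the wild type, with 16 lower and 6 higher in nuclei, and -1.20 in *daf-2(e1370)*, with 23 lower and 8 higher. Over all genes the median between nuclei and worms was -0.34 in the wild type and -0.63 in *daf-2(e1370)* as deposited, and -0.14 and -0.28 after median-of-ratios scaling, so these values are read relative to it. On the 500 most variable genes, which include 39 cuticle and hypodermis genes and 3 vitellogenins, the first principal component holds 78.5% of the variance and the second 15.0%. The nuclei lie from 30.4 to 44.5 on the first and the worms from -56.5 to -11.4. On the second, the *daf-2(e1370)* libraries lie from 11.1 to 25.4 and the wild-type libraries from -24.9 to -7.65.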

### Insulin/IGF-1 signaling (IIS) activates ribosome biogenesis and translation in germ cells

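Germline nuclei isolated from lightly fixed animals and whole worms of the same genotypes were sequenced as polyA-enriched, directional, paired-end libraries. There were 3 libraries each of wild-type nuclei, *daf-2(e1370)* nuclei, wild-type worms and *daf-2(e1370)* worms. The authors aligned and counted the reads as in the depletion experiment and made log2 CPM with edgeR for 14206 genes. Unlogged, the values sum to 1236882 to 2688300 in a nuclei library and to 424276 to 645863 in a worm library. Levels in nuclei and worms are thus not plain shares of the reads. Reads per library were 17.0 to 19.3 M in wild-type nuclei and 13.9 to 17.9 M in *daf-2(e1370)* nuclei, against medians of 22.5 M and 27.7 M in the worms. Ribosomal RNA took 64.0%, 72.9% and 62.1% of the reads in wild-type nuclei and 62.1%, 37.9% and 66.8% in *daf-2(e1370)* nuclei. That leaves 5.22 to 6.45 M and 5.11 to 8.64 M other reads. Replicate 2 of the *daf-2(e1370)* nuclei, with the lowest share of ribosomal RNA, also has the highest share of mitochondrial genome transcripts (the other replicates have 6.03% and 6.77%). Genes at the floor of the table, which marks 0 reads, numbered 2166 to 2815 in *daf-2(e1370)* nuclei, 1424 to 1641 in wild-type nuclei and 138 to 248 in worms. Genotypes were compared with limma over 13613 genes, in the 6 nuclei libraries, in the 6 worm libraries, and as the difference of the genotype effect between them in all 12. Libraries of equal number do not pair the genotypes, since the deviations of the nuclei libraries from their group means correlate across genes at 0.0411, 0.00466 and 0.0107. Of 100 simulated genes, the nuclei comparison recovered 1% with a change of 1 and 10% with a change of 2 on the log2 scale. Only 200 genes drawn at random were changed in the simulation, so these shares need not hold for a given list.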

Next, we attempted to understand how reduced IIS remodels the germline proteostasis network via transcriptomic analysis in isolated germline nuclei from the *daf-2(e1370)* and the wild-type animals (Fig. EV3D). Genes involved in protein synthesis are among the most enriched functional groups that decreased expression (Fig. 4A), which include those encoding protein components of both ribosomal subunits, translation initiation and elongation factors, and one mitochondrial ribosomal protein gene (Fig. 4B). This result indicates that the translation machinery is coordinately downregulated when IIS is low. 

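Cytosolic ribosomal protein transcripts were below wild type in germline nuclei of *daf-2(e1370)* animals in all 84 genes tested, with a median log2 fold change of -0.83. How much of this could come from less cytoplasmic RNA in the *daf-2(e1370)* nuclei preparations cannot be told from these data. Genes of both subunits passed the test. *rpl-7A* went from 304 ± 21.9 to 156 ± 6.54 CPM (-0.96, limma adjusted p = 0.0314), *rpl-3* from 161 ± 8.83 to 82.6 ± 13.2 CPM (-0.98, adjusted p = 0.0332), *rpl-42* from 21.6 ± 3.80 to 3.14 ± 1.70 CPM (-2.97, adjusted p = 0.0469) and *rps-6* from 313 ± 22.4 to 152 ± 24.9 CPM (-1.05, adjusted p = 0.0323), each as mean ± SD with n = 3. Among initiation factors, *iff-2*, the eIF5A homolog, fell from 107 ± 13.6 to 50.1 ± 6.21 CPM (-1.10, limma adjusted p = 0.0322). *eef-1A.1*, an elongation factor that brings aminoacyl-tRNA to the ribosome, had 851 ± 232 and 457 ± 52.5 CPM (-0.87, limma adjusted p = 0.105). These genes lie at IV 4389143 to 4390590 (*rpl-7A*, WBGene00004419), III 3867854 to 3869587 (*rpl-3*, WBGene00004414), II 11092713 to 11094022 (*rpl-42*, WBGene00004455), I 13952161 to 13953203 (*rps-6*, WBGene00004475) and II 8559375 to 8561367 (*iff-2*, WBGene00002065). Of the ribosomal protein genes, 4 were lower over all genes and 47 adjusted over the list alone. Camera calls the list lower than other genes (adjusted p = 1.12e-18, and adjusted p = 0.467 with an estimated correlation). The 6 elongation factors were all negative (median -0.96, 0 past the test and 3 adjusted over the list alone, camera adjusted p = 0.00678, and adjusted p = 0.467 with an estimated correlation). The 35 initiation factors had a median of -0.06, with 1 lower (1 adjusted over the list alone, camera adjusted p = 0.979). The 70 mitochondrial ribosomal proteins had 0.06, with 0 past the test (camera adjusted p = 0.221). Among the lower genes, ribosomal proteins are 1.9 times as common as among all tested (one-sided Fisher's exact p = 0.159, adjusted p = 1). In all, 524 of 13613 genes changed, 183 higher and 341 lower, with 2847 at an unadjusted p under 0.05. The median of all genes was -0.15 as deposited, and after median-of-ratios scaling it is 0.05, with 420 genes higher and 274 lower. The count is 0 without any 1 of the *daf-2(e1370)* nuclei libraries, and 245, 305 and 205 without wild-type replicates 1, 2 and 3. After median-of-ratios scaling *rpl-7A* (adjusted p = 0.0532), *rpl-3* (adjusted p = 0.0528) and *rps-6* (adjusted p = 0.0551) no longer pass.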

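Ribosomal protein genes moved together in each library. The median of the 84 genes against the mean of the wild-type nuclei was -0.55, -0.87 and -1.03 in the *daf-2(e1370)* nuclei and 0.45, -0.13 and -0.33 in the wild-type nuclei (exact two-sided permutation p = 0.1, the smallest for 3 against 3). In whole *daf-2(e1370)* worms the median log2 fold change of the list was -0.43, with 13 genes positive. There *rpl-42*, *rpl-11.2*, *rpl-43* and *rla-1*, a protein of the ribosomal stalk, fell (2 genes adjusted over the list alone, camera adjusted p = 0.000428, and adjusted p = 0.647 with an estimated correlation). After quantile scaling *rpl-43* no longer passes (adjusted p = 0.0596), nor with all 12 libraries in the fit. The share of ribosomal RNA also separates the genotypes in worms, with 16% to 35% of the reads in the wild type and 9.3% to 13% in *daf-2(e1370)*, and its part in these changes was not tested. *rpl-11.2* went from 307 ± 79.0 to 124 ± 15.7 CPM (-1.27, limma adjusted p = 0.0152). In nuclei the 30 ribosome biogenesis genes had a median of 0.41 with 0 past the test, also over the list alone (camera adjusted p = 0.00514, adjusted p = 0.73 with an estimated correlation, and 0.23 with adjusted p = 0.0983 after quantile scaling). In worms 11 of the 30 fell, with a median of -0.68 (11 adjusted over the list alone, camera adjusted p = 0.00556, and adjusted p = 0.647 with an estimated correlation). Among them were *lpd-6*, needed for ribosome assembly (from 333 ± 148 to 124 ± 5.21 CPM), and the nucleolar phosphoprotein gene *dao-5* (from 124 ± 32.2 to 62.8 ± 8.39 CPM). Aminoacyl-tRNA synthetases, which charge the tRNAs, had medians of -0.07 in nuclei and -0.01 in worms (camera adjusted p = 0.979 and adjusted p = 0.799), and splicing factors -0.04 and 0.23 (adjusted p = 0.188 and adjusted p = 0.0807). *rsks-1*, the S6 kinase gene downstream of TOR, had 66.1 ± 20.6 and 88.9 ± 19.3 CPM in wild-type and *daf-2(e1370)* nuclei (limma adjusted p = 0.411). From the lower expression of ribosomal proteins, initiation and elongation factors and a mitochondrial ribosomal protein, the paper infers that the parts of the translation machinery fall together under low insulin signaling.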

Consistent with transcriptomic data, the protein levels of endogenously tagged RPS-6::mCherry significantly decreased in the *daf-2(e1370)* germline compared to that in the wild-type control, suggesting that IIS activates ribosome biogenesis in germ cells (Fig. 4C,D). Finally, we found the global translation rate in the germline was dependent on IIS activity. Translation, as measured by O-propargyl-puromycin (OPP) incorporation, was significantly decreased in the germline of *daf-2(e1370)* animals, and further reduced upon *daf-2* RNAi (Fig. 4E,F). On the contrary, *daf-16* RNAi in the *daf-2(e1370)* animals partially restored translation (Fig. 4E,F). As DAF-16 is an essential regulator of GSC proliferation downstream of IIS (Michaelson et al, 2010; Pinkston-Gosse and Kenyon, 2007; Qi et al, 2012; Qin and Hubbard, 2015), our results strongly suggest that high IIS activity in wild-type animals may promote gametogenesis via the regulation of protein synthesis.

**Figure 4:**
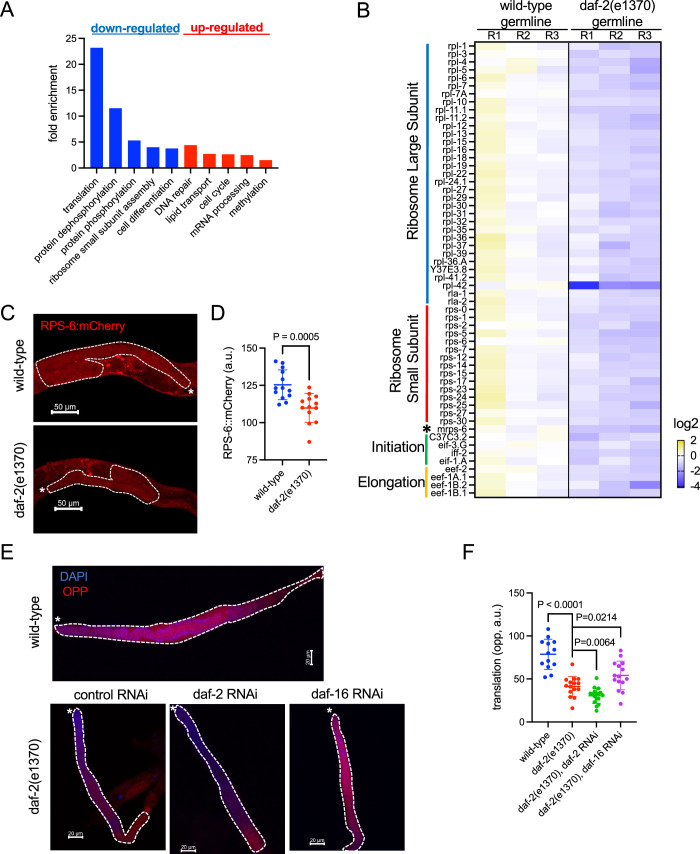
Insulin/IGF-1 signaling (IIS) activates ribosome biogenesis and translation in germ cells. (**A**) Gene Ontology (GO) analyses of differentially expressed (DE) genes (FDR: 0.05) when comparing the germline of the *daf-2(e1370)* animals to that in the wild-type animals. RNA-seq analysis was performed in isolated germline nuclei from young adults of the wild-type and *daf-2(e1370)* animals (*N* = 3). The top 5 GO terms based on enrichment scores are shown for downregulated genes (blue bars) and upregulated genes (red bars) in the *daf-2(e1370)* germline. (**B**) Heatmap of the mRNA levels of translation-related genes in the wild-type and *daf-2(e1370)* germline. The fold change against the average of mRNA in the wild-type is shown. Genes that function in translation based on GO analysis and show significant changes in the *daf-2(e1370)* germline (FDR: 0.05) are included. The mitochondrial ribosomal protein gene, mrps-6, is labeled by *. Heatmap columns represent biological replicates. (**C**, **D**) Representative images (**C**) and quantification (**D**) of protein levels of the endogenously tagged RPS-6::mCherry in the gonad of wild-type and *daf-2(e1370)* animals. The dashed lines outline the gonads, and the white asterisks (*) indicate the distal end of the gonads. Mean and standard deviation are plotted (*N* = 13). The *p*-value was calculated by unpaired t-test. (**E&F**) Representative images (**E**) and quantification (**F**) of protein translation in the germline of animals with altered IIS. Newly synthesized proteins were measured by O-propargyl-puromycin (OPP) incorporation. The wild-type and *daf-2(e1370)* animals were treated with *daf-2* RNAi, *daf-16* RNAi, or control RNAi starting from egg lay. Mean and standard deviation are plotted for quantification (*N* > = 13). *P*-values were calculated by unpaired t-test. Source data are available online for this figure.

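Beside the translation genes, genes of oocytes, yolk, the cell cycle and DAF-16 targets were higher in *daf-2(e1370)* germline nuclei. These lists were higher in whole worms too, with medians of 0.99 (oocyte), 2.097 (vitellogenins), 0.70 (cell cycle) and 2.25 (DAF-16 Class I). Yolk proteins are made in the intestine and cuticle genes are markers of the hypodermis, so the values of these lists need not come from germ cells. Whether RNA carried over from somatic cells has a part in nuclei was not tested. In nuclei all 20 oocyte genes were above wild type (median log2 fold change 0.85, camera adjusted p = 1.64e-08, and adjusted p = 0.342 with an estimated correlation). Of these, 4 rose over all genes and 7 adjusted over the list alone. Without any 1 of the *daf-2(e1370)* nuclei libraries 0 of 13613 genes pass, so every call over all genes given here, and the Fisher's exact tests on those calls, need all 3 of them. *spn-4*, *pie-1*, *mex-6* and *oma-1*, whose proteins act on maternal RNA in the oocyte and early embryo, were the 4, with *spn-4* going from 98.1 ± 21.9 to 320.1 ± 26.4 CPM (1.73, limma adjusted p = 0.0314). Among 43 cell cycle genes 4 rose, 6 adjusted over the list alone (median 0.67, camera adjusted p = 1.66e-05, and adjusted p = 0.467 with an estimated correlation). They include the cyclin B gene *cyb-3* (from 53.9 ± 21.2 to 206 ± 39.7 CPM, 1.99) and *pcn-1*, the sliding clamp of DNA replication (1.20). Of 6 vitellogenins 4 rose, *vit-1* from 5.69 ± 1.56 to 72.2 ± 36.1 CPM (list median 1.75, 4 adjusted over the list alone, camera adjusted p = 1.66e-05, and adjusted p = 0.373 with an estimated correlation). Of 13 DAF-16 Class I genes 3 rose, 7 adjusted over the list alone (median 1.36, camera adjusted p = 5.31e-05, and adjusted p = 0.342 with an estimated correlation). These are *sod-3*, at the floor in all wild-type nuclei and at 8.46 ± 2.83 CPM in *daf-2(e1370)*, the lysozyme gene *lys-7* (from 44.0 ± 8.52 to 194 ± 15.2 CPM, 2.16) and the small heat shock protein gene *sip-1* (2.27). Class II genes had a median of -1.40 (camera adjusted p = 0.0866). Genes of meiosis and germ cells (0.46, camera adjusted p = 0.000291, and adjusted p = 0.342 with an estimated correlation), of DNA repair (0.50, camera adjusted p = 5.7e-05, and adjusted p = 0.476 with an estimated correlation) and of the insulin and TOR pathways (0.51, camera adjusted p = 0.000454, and adjusted p = 0.342 with an estimated correlation) were called higher as lists. In the last, *pdk-1*, a kinase of the insulin pathway, rose from 7.48 ± 1.69 to 39.6 ± 4.20 CPM.
Lower in *daf-2(e1370)* nuclei were all 14 intestine markers by sign (median -1.26, camera adjusted p = 6.32e-05, and adjusted p = 0.342 with an estimated correlation). The intestinal proteases *asp-1* (from 188 ± 23.6 to 64.6 ± 9.44 CPM, -1.54), *cpr-6* and *cpr-1* fell (5 genes adjusted over the list alone). Of the 14 chaperones of the endoplasmic reticulum, *pdi-2*, *pdi-3* and *crt-1* fell, 5 adjusted over the list alone (median -0.59, camera adjusted p = 0.00514, and adjusted p = 0.342 with an estimated correlation), and after median-of-ratios scaling *crt-1* no longer passes (adjusted p = 0.0576). Of 76 sperm genes 4 fell, such as *ssq-1* (from 484 ± 84.9 to 172 ± 9.34 CPM), while *ssp-36* rose from the floor to 3.57 ± 1.46 CPM (14 lower and 2 higher adjusted over the list alone, median -0.80, camera adjusted p = 8.77e-05, and adjusted p = 0.467 with an estimated correlation). Of 145 cuticle and hypodermis genes 13 fell, such as the collagen gene *col-60* (from 343 ± 143 to 28.5 ± 6.25 CPM), and 5 rose, such as *col-42* (from 53.9 ± 19.7 to 647 ± 44.4 CPM). Over the list alone 48 fell and 19 rose (median -1.91, camera adjusted p = 0.000221, and adjusted p = 0.467 with an estimated correlation). Xenobiotic enzymes (-0.75, camera adjusted p = 0.0401, and adjusted p = 0.342 with an estimated correlation, and -0.32 with adjusted p = 0.316 after quantile scaling) had 4 lower and 2 higher genes, and 5 and 2 adjusted over the list alone. Histone genes had a median of -0.90 (camera adjusted p = 0.264). By one-sided Fisher's exact tests, vitellogenins (49.6-fold, adjusted p = 1.53e-05), DAF-16 Class I genes (17.2-fold, adjusted p = 0.00681), oocyte genes (14.9-fold, adjusted p = 0.00213) and cell cycle genes (6.92-fold, adjusted p = 0.0214) are over-represented among the higher genes, and cuticle genes (3.58-fold, adjusted p = 0.00237) among the lower.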

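*mrps-6*, a protein of the small subunit of the mitochondrial ribosome (WBGene00020037, I 4173758 to 4174774), had 11.3 ± 2.24 and 4.53 ± 0.473 CPM in wild-type and *daf-2(e1370)* germline nuclei. Its log2 fold change was -1.303 (limma adjusted p = 0.12). Another gene of that subunit, *mrps-22*, had 623 ± 168 and 808 ± 161 CPM (0.39, limma adjusted p = 0.444).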

### Tuning down protein translation enhances germline proteostasis against the challenges of protein misfolding

On the other hand, does a lower rate of protein synthesis associated with reduced IIS render germline tolerant to limited protein folding capacity as upon HSF-1 depletion? To answer this question, we took *rsks-1(ok1255)*, the loss-of-function mutant of *C. elegans* ortholog of human p70 ribosomal S6 Kinase, as a model, which is known to reduce the translation rate (Pan et al, 2007). The *rsks-1(ok1255)* animals limited the accumulation of protein misfolding, as shown by the levels of ubiquitylated proteins in the germline (Figs. 5A and EV4A), and partially stabilized the histone H3 in the oocytes upon HSF-1 depletion (Fig. EV4A,B). Consistent with the measurements of proteostasis, the *rsks-1(ok1255)* animals displayed almost no additional defects in fecundity and gamete quality when HSF-1 was absent from the germline (Fig. 5B,C). Germline-specific RNAi against *rsks-1* phenocopied the results in the *rsks-1(ok1255)* animals (Fig. EV4C,D), indicating the improvement of reproduction upon HSF-1 depletion was due to impairment of RSKS-1 in germ cells rather than cell-non-autonomous effects. Reducing IIS in animals with germline-specific knock-down of *rsks-1* did not further improve fecundity and had small additive effects on embryo survival in the absence of germline HSF-1 (Fig. EV4C,D), implicating IIS and RSKS-1 largely function in the same pathway to render germ cells resilient to loss of HSF-1. Our results support that a lower translation rate underlies the enhanced germline proteostasis by reduced IIS.

**Figure 5:**
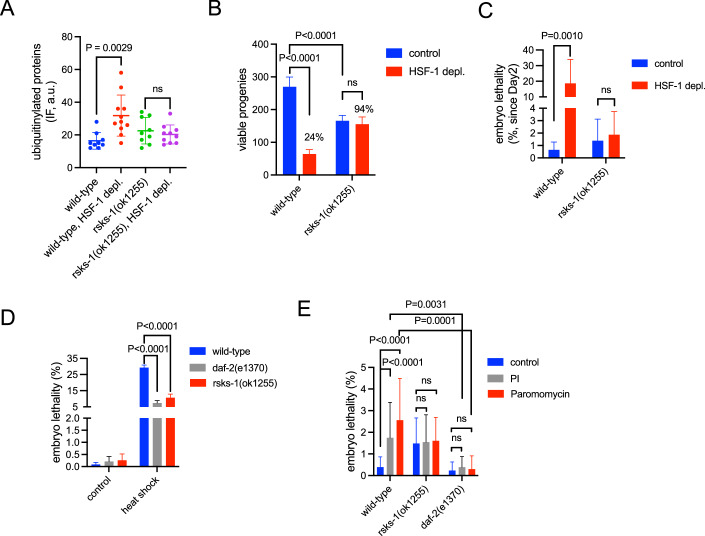
Reduced translation rate underlies robust germline proteostasis and resilience against proteotoxic stress mediated by low insulin/IGF-1 signaling (IIS). (**A**) Quantification of ubiquitylated proteins in the gonads by immunofluorescence (IF) upon germline-specific depletion of HSF-1 for 24 h from young adults of the wild-type and *rsks-1(ok1255)* animals. Mean and standard deviation are plotted (*N* > = 9). *P*-values were calculated by unpaired t-test. ns: *p* > = 0.05. (**B**, **C**) Brood size (**B**) and embryo lethality (**C**) of the *rsks-1(ok1255)* animals upon depletion of HSF-1 from the germline starting from Day 1 of adulthood. In brood size analysis, the y-axis depicts the number of viable progenies. The percentage of brood size obtained upon HSF-1 depletion compared with the control in the same genetic background is labeled. Embryo lethality was measured on Day 2 and after. Mean and standard deviation are plotted (wild-type control, *N* = 10; wild-type HSF-1 depl., *N* = 20; *rsks-1(ok1255)* control, *N* = 24; *rsks-1(ok1255)* HSF-1 depl., *N* = 18). *P*-values were calculated by unpaired t-test. ns: *p* > =0.05. (**D**) Embryo lethality caused by acute heat stress in the wild-type, *daf-2(e1370)* and *rsks-1(ok1255)* animals. Young gravid adults were heat-shocked briefly at 34 °C for 15 min, and embryo lethality was measured in eggs laid within 4 h of the recovery at 20 °C. Experiments were done in 8 biological replicates, each containing 5 animals. Mean and SEM are plotted. *P*-values were calculated by unpaired t-test. ns: *p* > =0.05. (**E**) Embryo lethality caused by the proteasome inhibitor bortezomib (PI) and paromomycin that induces translational misreading in the wild-type, *daf-2(e1370)* and *rsks-1(ok1255)* animals. Animals were treated with either 10 μM of bortezomib or 1 mM of paromomycin starting at the young adult stage. Embryo lethality through the reproductive period was measured. Mean and standard deviation are plotted (*N* > = 15). *P*-values were calculated by unpaired t-test. ns: *p* > = 0.05. Source data are available online for this figure.

**Figure EV4:**
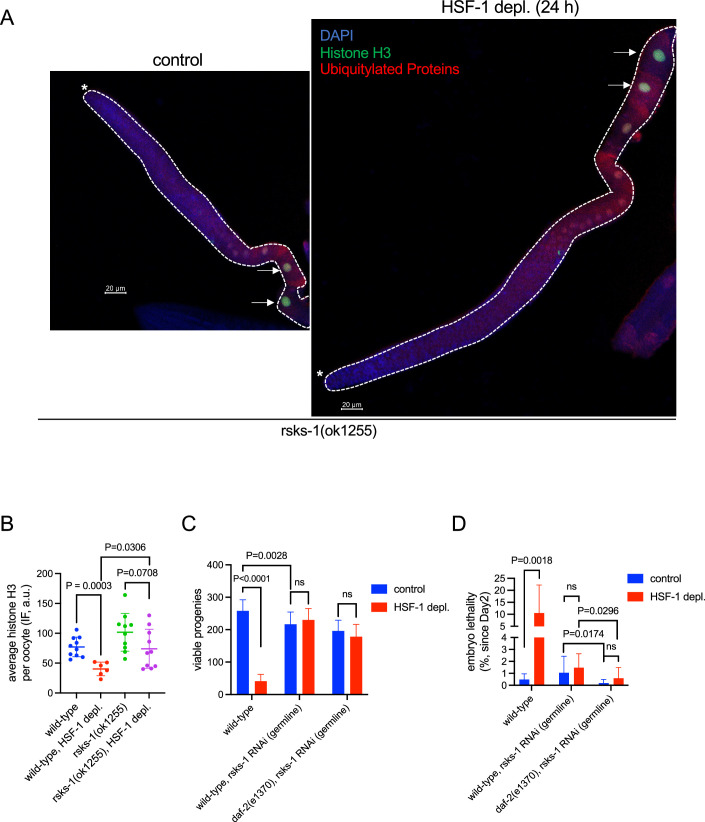
Related to Fig. 5. Reduced translation rate underlies robust germline proteostasis and resilience against proteotoxic stress mediated by low insulin/IGF-1 signaling (IIS). (**A**, **B**) Representative images (**A**) of endogenous histone H3 and ubiquitylated proteins (not free ubiquitin) by immunofluorescence (IF) upon germline-specific depletion of HSF-1 in the *rsks-1(ok1255)* animals starting from the young-adult stage for 24 h. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. The levels of histone H3 in the fully grown oocytes (as indicated by arrows) are quantified (**B**) together with the results from the wild-type animals as a control. The mean and standard deviation are plotted (wild-type, HSF-1 depletion: *N* = 6; the other three groups: *N* = 10). *P*-values were calculated by unpaired t-test. (**C**, **D**) Histograms showing the brood size (**C**) and embryo lethality (**D**) of the wild-type and *daf-2(1370)* animals treated with germline-specific *rsks-1* RNAi and with depletion of HSF-1 from the germline. The treatment of control RNAi (L4440) or RNAi against *rsks-1* started at the egg lay. HSF-1 depletion from the germline was initiated on Day 1 of adulthood. Embryo lethality was measured on Day 2 and after. Mean and standard deviation are plotted (*N* > = 15). *P*-values were calculated by unpaired t-test. ns: *p* > = 0.05.

Since our data suggest that the primary role of HSF-1 in gametogenesis is to provide sufficient protein folding capacity, we further tested whether reduced IIS and low translation rate could grant germ cells resilience against proteotoxic stresses that challenge folding. We first exposed the animals to acute heat stress, which is known to induce protein misfolding. A brief heat shock at 34 °C for 15 min was sufficient to lead to ~30% embryo lethality from eggs laid within 4 h of the stress in the wild-type animals. The *daf-2(e1370)* and *rsks-1(ok1255)* animals, however, reduced embryo lethality after heat shock by 75% and 64%, respectively (Fig. 5D). We then treated the animals with bortezomib, which inhibits proteasome and hinders the removal of misfolded proteins, and paromomycin, which induces translation misreading, during the entire reproductive period. These two stressors significantly increased embryo lethality in the wild-type animals but failed to do so in either *daf-2(e1370)* or *rsks-1(ok1255)* animals (Fig. 5E).

Collectively, our data suggest that tuning down translation by reduced IIS provides germline resilience against the challenges of protein misfolding either due to insufficient chaperone expression or acute and chronic proteotoxic stresses. Conversely, IIS-stimulated protein synthesis requires HSF-1-dependent protein folding capacity to maintain germline proteostasis.

### PEPT-1 functions downstream from insulin/IGF-1 signaling (IIS) and FOXO/DAF-16 to determine the requirement for HSF-1 in germline development

Our previous study showed that the requirement for HSF-1 in germline development is dictated by DAF-16 activity in the soma (Edwards et al, 2021). Since DAF-16 is involved in the regulation of germline protein synthesis by IIS (Fig. 4E,F), we hypothesize that DAF-16, through its transcriptional target genes in somatic tissues non-cell-autonomously impacts protein synthesis and proteostasis in the germline. To identify in which tissue DAF-16 mediates this non-cell-autonomous regulation, we performed tissue-specific RNAi against DAF-16 in the *daf-2(e1370)* animals and tested the sensitivity of germline development to HSF-1 depletion starting at egg lay (Fig. 6A). As we previously reported, the *daf-2(e1370)* animals could reproduce without germline HSF-1 through larval development, while systemic RNAi against *daf-16* led to sterility. The *daf-16* RNAi in the muscle or intestine significantly decreased the brood size of the *daf-2(e1370)* animals upon HSF-1 depletion but did not cause complete sterility, suggesting that DAF-16 functions from both tissues to regulate germline proteostasis. In contrast, *daf-16* RNAi in the hypodermis or germline did not significantly alter the brood size of the *daf-2(e1370)* animals upon HSF-1 depletion.

**Figure 6:**
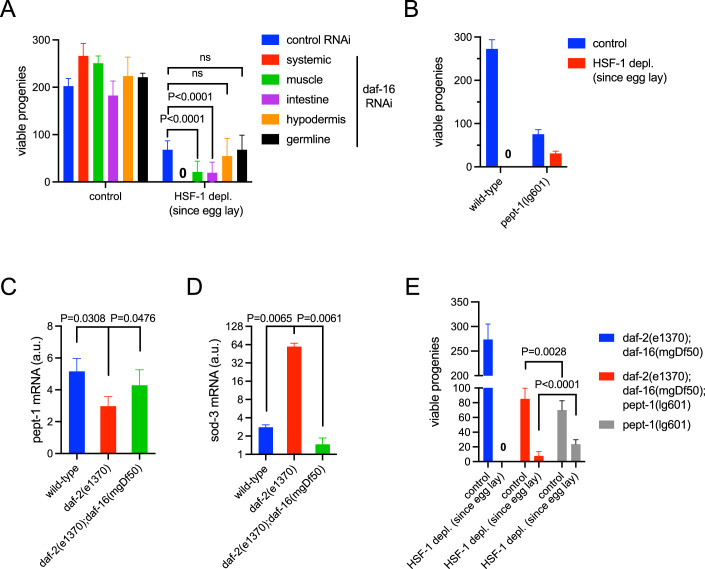
Intestinal peptide transporter PEPT-1 functions downstream from FOXO/DAF-16 to dictate the requirement for HSF-1 in germline development. (**A**) Brood size of the *daf-2(e1370)* animals treated with *daf-16* RNAi upon depletion of HSF-1 from the germline starting from egg lay. The *daf-2(e1370)* animals were treated with control RNAi (L4440) or *daf-16* RNAi either in the whole animal (systemic) or in specific tissues starting from egg lay. Mean and standard deviation are plotted (*N* > = 14). *P*-values were calculated by unpaired t-test. ns: *p* > =0.05. (**B**) Brood size of the loss-of-function mutant *pept-1(lg601)* upon depletion of HSF-1 from the germline starting from egg lay. Mean and standard deviation are plotted (*N* > = 14). (**C**, **D**) The RT-qPCR analysis of *pept-1* (**C**) and *sod-3* (**D**) in the wild-type, *daf-2(e1370)* and *daf-2(e1370);daf-16(mgDf50)* animals at late L4 stage. Mean and standard deviation of biological triplicates are plotted. *P*-values were calculated by paired t-test. (**E**) Brood size of the *pept-1(lg601), daf-2(e1370);daf-16(mgDf50)* and *daf-2(e1370);daf-16(mgDf50); pept-1(lg601)* animals upon depletion of HSF-1 from the germline starting from egg lay. Mean and standard deviation are plotted (*N* > = 14). *P*-values were calculated by unpaired t-test. Source data are available online for this figure.

Based on transcriptomic data and DNA motif analysis, the DAF-16-responsive genes in the IIS pathway have been grouped into two classes: DAF-16 directly activates Class I genes through the DAF-16-binding element (DBE) and indirectly represses Class II genes that contain the DAF-16-associated element (DAE) (Tepper et al, 2013). We decided to focus on a top-ranked Class II gene, *pept-1*, in our study for the following reasons: first, it encodes an oligopeptide transporter specifically expressed in the intestine, one primary tissue from which DAF-16 regulates germline proteostasis; second, the genetic interactions of PEPT-1 with IIS and mTORC1, two significant regulators of protein synthesis, have been reported (Benner et al, 2011; Geillinger et al, 2014; Meissner et al, 2004); finally, we showed a loss-of-function mutant, *pept-1*(lg601) was sufficient to rescue reproduction in the absence of germline HSF-1 during entire larval development and adulthoods as reduced IIS does (Fig. 6B).

Our qPCR analysis showed that the expression of *pept-1* decreased in the *daf-2(e1370)* animals and was restored in the *daf-2(e1370); daf-16(mgDf50)* double mutant (Fig. 6C), confirming that IIS activates the expression of *pept-1* by alleviating the repression by DAF-16. In contrast, *sod-3*, a Class I gene, was activated by DAF-16 when IIS was reduced (Fig. 6D). Supporting the notion that PEPT-1 functions downstream of DAF-16 in regulating germline proteostasis, inactivation of PEPT-1 partially restored fertility in the *daf-2(e1370); daf-16(mgDf50)* double mutant when HSF-1 was depleted from the germline starting at egg lay (Fig. 6E). These results strongly suggest that PEPT-1 plays a vital role in the germline proteostasis pathway mediated by IIS and DAF-16.

### Insulin/IGF-1 signaling (IIS) regulates germline protein synthesis and proteostasis via peptide uptake in the intestine

PEPT-1 is located at the apical membrane of the intestine and is responsible for the uptake of di-/tri-peptides from dietary proteins (Spanier, 2014). We then tested if IIS regulates germline protein synthesis via protein absorption in the intestine. Consistent with published data, RNAi against *pept-1* significantly impaired peptide uptake into the intestine (Fig. 7A,B). Similar results were observed in animals with reduced IIS. In particular, the *daf-2(e1370)* animals treated with *daf-2* RNAi significantly decreased peptide uptake (Fig. 7C,D). Furthermore, *pept-1* RNAi was sufficient to reduce the RPS-6 levels and translation rate in the germline, suggesting PEPT-1-mediated peptide uptake non-cell-autonomously promotes ribosome biogenesis and protein synthesis during gametogenesis (Figs. 7E,F and EV5A,B). Supporting the importance of dietary regulation on germline proteostasis, the *eat-6(ad467)* animals that have decreased food uptake due to defects in pharyngeal feeding (Avery, 1993) also reduced germline protein synthesis (Fig. EV5C,D) and partially rescued reproduction (12 out of 15 animals) without HSF-1 in germ cells during larval development and adulthood (Fig. 7G). Finally, we tested if the change in peptide uptake impacts germline proteostasis by altering the pool of amino acids available for translation. A published study has shown that almost all free amino acids were decreased in the cytosol in the *pept-1(lg601)* animals compared to that in the wild-type (Geillinger et al, 2014). Supplement of a mixture of amino acids on the culture plates of *pept-1 (lg601)* animals has increased the number of mated progenies by 20% (P:0.06) in the presence of HSF-1 but significantly decreased the brood size upon HSF-1 depletion (Fig. 7H). Similar results were obtained when we measured self-progenies (Fig. EV5E). These results suggest that loss of PEPT-1 limits protein absorption and, consequently, the amino acid pool used for germline protein synthesis, which lowers the translation rate, rendering germline development less dependent on HSF-1-mediated protein folding.

**Figure 7:**
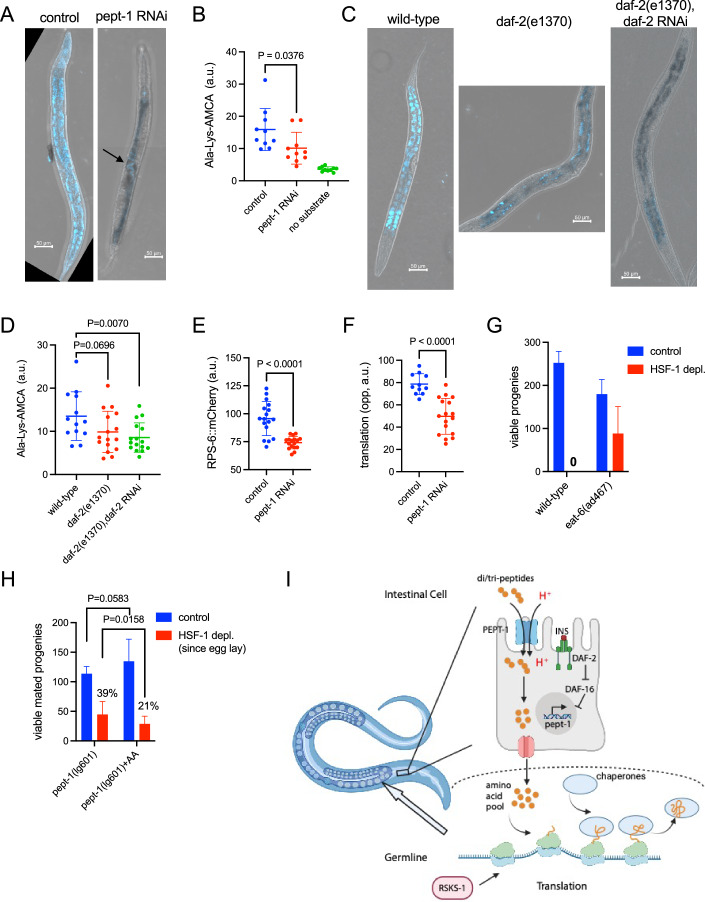
Insulin/IGF-1 signaling (IIS) regulates germline protein synthesis and proteostasis via peptide uptake in the intestine. (**A**, **B**) Representative images (**A**) and quantification (**B**) of intestinal peptide uptake measured by Ala-Lys-AMCA upon *pept-1* RNAi. RNAi started at egg lay, and peptide uptake was measured in late L4 and young adult stages. The signal in the *pept-1* RNAi image largely came from Ala-Lys-AMCA trapped in the lumen (as pointed by the arrow). Mean and standard deviation are plotted (*N* = 10). The *P*-value was calculated by unpaired t-test. (**C**, **D**) Representative images (**C**) and quantification (**D**) of intestinal peptide uptake in animals with reduced IIS. Experiments were done as in (**A**, **B**). The wild-type animals treated with control RNAi were used as the positive control. Mean and standard deviation are plotted (wild-type: *N* = 13; *daf-2(e1370)* experiments: *N* = 16). *P*-values were calculated by unpaired t-test. (**E**, **F**) Quantification of the endogenously tagged RPS-6::mCherry protein (**E**) and translation measured by OPP incorporation (**F**) in the germline upon *pept-1* RNAi. RNAi started at egg lay, and measurement was done in young adults. Mean and standard deviation are plotted (RPS-6 experiments: *N* = 17; for translation assays, control: *N* = 10, *pept-1* RNAi: *N* = 17). *P*-values were calculated by unpaired t-test. (**G**) Brood size analysis of the *eat-6(ad467)* animals upon depletion of HSF-1 from the germline starting from egg lay. Mean and standard deviation are plotted (*N* > = 14). (**H**) Brood size analysis of the *pept-1(lg601)* animals in the presence or absence of amino acid (AA) supplements. Both depletion of HSF-1 from the germline and the supplement of AA started from egg lay. The *pept-1(lg601)* animals were mated with N2 males on Day 1 of adulthood. Mean and standard deviation are plotted (*N* > = 12). *P*-values were calculated by unpaired t-test. The percentage of brood size obtained upon HSF-1 depletion compared with the corresponding control is labeled. (**I**) Model for non-cell-autonomous regulation of germline proteostasis by insulin/IGF-1 signaling (IIS). IGF-1R/DAF-2 activates the expression of the *pept-1* gene by alleviating its repression by FOXO/DAF-16, which promotes the uptake of di/tri-peptides from the dietary proteins. This pathway non-cell-autonomously increases the pool of amino acids that fuel ribosomal biogenesis and translation in the germline, which is the primary site of protein synthesis in reproductive animals. HSF-1-dependent chaperone expression must be at a delicate balance with IIS activity, providing sufficient folding capacity for nascent proteins. Reduced IIS lowers ribosomal biogenesis and translation, rendering the germline resilient to limited protein folding capacity and proteotoxic stress. Source data are available online for this figure.

**Figure EV5:**
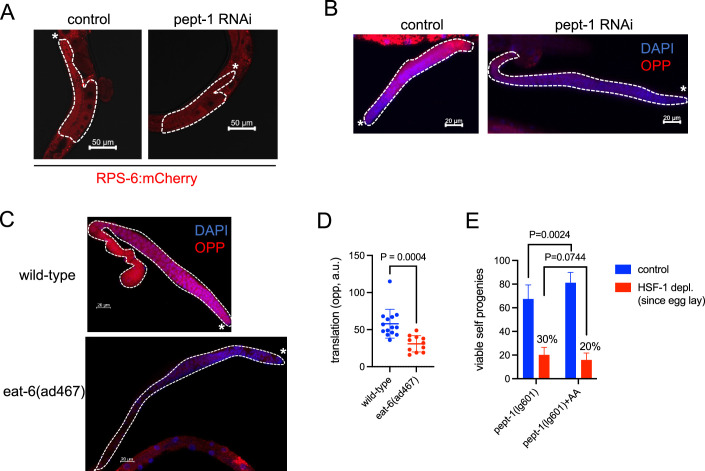
Related to Fig. 7. Insulin/IGF-1 signaling (IIS) regulates germline protein synthesis and proteostasis via peptide uptake in the intestine. (**A**, **B**) Representative images of the endogenously tagged RPS-6::mCherry protein (**A**) and translation measured by OPP incorporation (**B**) in the germline upon *pept-1* RNAi. RNAi started at egg lay, and measurement was done in young adults. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. (**C**, **D**) Representative images (**C**) and quantification (**D**) of translation measured by OPP incorporation in the germline of the wild-type and *eat-6(ad467)* animals. The *eat-6(ad467)* mutant serves as a dietary restriction model. The translation assay was done in young adults. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. Mean and standard deviation are plotted (wild-type: *N* = 14; *eat-6(ad467):N* = 11). The *P*-value was calculated by unpaired t-test. (**E**) Brood size analysis of the *pept-1(lg601)* animals in the presence or absence of amino acid (AA) supplements. Both depletion of HSF-1 from the germline and the supplement of AA started from egg lay. Mean and standard deviation are plotted (*N* > = 12). *P*-values were calculated by unpaired t-test. The percentage of brood size obtained upon HSF-1 depletion compared with the corresponding control is labeled.

## Discussion

Proteostasis is the cellular state in which protein synthesis, folding, transport, and turnover are well coordinated to maintain a functional and dynamic proteome (Balch et al, 2008). Gametogenesis involves periods of very active protein synthesis and is particularly dependent on proteostasis (Cafe et al, 2021; Muhammad and Li, 2023). On the other hand, gametogenesis is highly energy-demanding and sensitive to energy metabolism and environmental stress, which impact both genome and proteome stability. Compared to the extensively studied mechanisms that safeguard germline genome integrity, how animals regulate germline proteostasis at the organismal level is still poorly understood. In this study, we took *C. elegans* as a model and demonstrated that HSF-1-dependent protein folding capacity needs to be coupled with the rate of protein synthesis controlled by insulin/IGF-1 signaling (IIS) to achieve germline proteostasis. Especially, IIS activates the expression of the intestinal peptide transporter, *pept-1*, by alleviating its repression from DAF-16, which provides a non-cell-autonomous mechanism that controls germline ribosome biogenesis and translation via regulation of dietary protein absorption (Fig. 7I).

### HSF-1 works in concert with the insulin/IGF-1 signaling (IIS) pathway to provide sufficient protein folding capacity in germ cells

HSF-1 is best known for its ability to respond to proteotoxic stress such as heat shock and induce the expression of a series of protein quality control factors, including molecular chaperones, detoxification enzymes, and players in protein clearance pathways to restore proteostasis (Li et al, 2017). Published works from us and colleagues have shown that only a subset of germ cells can induce the classical heat shock response (HSR) upon temperature stress (Das et al, 2020; Edwards et al, 2021). Instead, HSF-1 promotes the expression of selective chaperones and co-chaperones that are important for the folding and maturation of nascent proteins in physiological conditions (Edwards et al, 2021). Although HSF-1 also binds and activates other genes in germ cells, our data suggest that HSF-1’s primary role in gametogenesis is to provide protein folding capacity. Loss of HSF-1 led to protein misfolding and degradation, which over time exhausted the UPS, causing the accumulation of protein aggregates (Fig. 1).

Interestingly, the requirement for HSF-1 in gametogenesis is determined by the activity of IIS. Using a reduction-of-function mutant of the IGF-1R/DAF-2 and RNAi, we found the defects in fecundity, gamete quality as well as proteostasis caused by HSF-1 depletion negatively correlated with IIS activity (Fig. 3). As IIS increases the translation rate in the germline (Fig. 4E), we propose that HSF-1-dependent chaperone expression must be coupled with IIS-activated protein synthesis to ensure sufficient capacity for nascent folding and protein maturation during gametogenesis. The coupling mechanism is likely through the regulation of HSF-1 transcriptional activity. Our previous work has shown that essential chaperone genes like *hsc-70* and *hsp-90* can be expressed at the basal level without HSF-1, but HSF-1 tunes up their expression in response to IIS (Edwards et al, 2021). This explains why only a small subset of HSF-1-dependent chaperone genes (*hsp-90*, *hsc-70*, *dnj-13*, and *sti-1)* decreased expression upon HSF-1 depletion in the *daf-2(e1370)* mutant (Fig. 3D). These four genes showed the most prominent fold-change upon HSF-1 depletion in the wild-type animals (Fig. 1A, 16 h time point). The changes on the other chaperone genes likely fell below detection sensitivity with the lower HSF-1 activity in the germline of animals with reduced IIS. However, our previous work did not answer how IIS stimulates HSF-1 activity in germ cells. 

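Of the 34 cytosolic chaperones and co-chaperones, 27 at 16 h and 33 at 88 h had a negative log2 fold change after HSF-1 was removed. Every member past the limma test over all genes belongs to the 4 that the text names. The paper proposes that other chaperone genes change too little to be detected when HSF-1 activity is already low.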

In this study, we found that high IIS activity, as in wild-type animals, promotes germline protein synthesis, providing a plausible mechanism. It is known that chaperones, including HSC-70, HSP-90, and the TRiC/CCT complex, interact with HSF-1 and inhibit its activity (Neef et al, 2014; Shi et al, 1998; Zou et al, 1998). When IIS activity is high, the consequent high influx of nascent proteins titrates chaperones from HSF-1, releasing HSF-1 from the inhibitory state to upregulate chaperone expression and augment protein folding capacity. Coupling IIS and HSF-1 activities provides a strategy to ensure sufficient chaperone expression for nascent folding. This mechanism may have additional meanings in gametogenesis as molecular chaperones have evolved specialized roles in meiosis. For example, in *C. elegans*, IIS and HSP-90 are required for MAPK activation during oocyte growth (Green et al, 2011; Lopez et al, 2013). In future studies, it is interesting to determine how HSF-1-dependent *hsp-90* expression may contribute to IIS-MAPK signaling in gametogenesis.

### The low rate of ribosome biogenesis and translation underlies robust germline proteostasis mediated by reduced insulin/IGF-1 signaling (IIS)

Animals with reduced IIS were more resilient to proteotoxic challenges associated with loss of HSF-1 from the germline (Fig. 3F,G) and by acute and chronic stresses (Fig. 5D,E). It is well-established that reduced IIS improves proteostasis and extends lifespan by enhancing stress responses in somatic tissues (Murphy et al, 2003). This is not likely the primary mechanism underlying the robust germline proteostasis by reduced IIS. First, although the expression of HSC-70 and HSP-90 were significantly downregulated in the *daf-2(e1370)* animals upon chronic HSF-1 depletion (Fig. 3C), it did not induce a stress-response signature based on our transcriptomic analysis (Fig. 3D,E). 

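Chaperones of the organelles, which rise when unfolded proteins build up there, were not called in either depletion. Over 14 chaperones of the endoplasmic reticulum the median log2 fold change was 0.04 at 16 h and 0.00 at 88 h (camera adjusted p = 0.184 and adjusted p = 0.778). *enpl-1*, the HSP90 of the endoplasmic reticulum, had 525 ± 12.0 and 574 ± 14.7 CPM in controls and depleted animals at 16 h, and 567 ± 54.2 and 578 ± 15.4 CPM at 88 h. *crt-1*, which encodes calreticulin, had 1067 ± 10.4 and 1078 ± 19.8 CPM and then 1454 ± 318 and 1326 ± 134 CPM. Over 8 mitochondrial chaperones and proteases the medians were -0.01 and -0.09 (camera adjusted p = 0.997 and adjusted p = 0.0984). The mitochondrial HSP70 gene *hsp-6* had 575 ± 20.0 and 565 ± 53.9 CPM at 16 h and 707 ± 50.7 and 629 ± 10.3 CPM at 88 h. The chaperonin gene *hsp-60* had 472 ± 40.0 and 472 ± 66.9 CPM and then 582 ± 29.9 and 512 ± 40.2 CPM. No member of either list passed limma at either time, over all genes or adjusted over the list alone.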

Second, the two stress-responsive factors downstream of IIS, NRF/SKN-1 and FOXO/DAF-16 were not required from the germline by reduced IIS for reproduction in the absence of HSF-1 (Edwards et al, 2021). NRF/SKN-1 activates the antioxidant response (Tullet et al, 2008) and stress response against proteasome dysfunction (Lehrbach et al, 2019), and FOXO/DAF-16 promotes the expression of chaperones, UPS components, and other protein quality control genes upon stress (Henis-Korenblit et al, 2010; Hsu et al, 2003; Sun et al, 2020; Vilchez et al, 2012). Most importantly, lowering the translation rate in the *rsks-1(ok1255)* mutant phenocopied the robust germline proteostasis observed in animals with reduced IIS when challenged by HSF-1 depletion or stresses (Fig. 5). These data provide compelling evidence that tuning down protein synthesis by reducing IIS confers resilience against limited protein folding capacity and proteotoxic stresses in gametogenesis.

Our finding is consistent with the role of IIS in nutrient and stress sensing and with the previous findings of IIS in larval development (Murphy and Hu, 2013). In favorable conditions, IIS is high, speeding up development and reproduction, while under adverse conditions, IIS decreases, promoting survival and stress resilience. However, our findings suggest that the somatic tissues and the germline utilize different strategies to enhance proteostasis upon IIS reduction. The germline is the primary site of protein synthesis in reproductive animals. Therefore, tuning down ribosome biogenesis and translation could be sufficient to slow down the protein life cycle and spare chaperones and protein clearance pathways to cope with damaged and misfolded proteins upon stress. In addition, meiotic cells in the diakinesis state undergo chromosome compaction and transcription repression, limiting transcriptional stress responses. Conversely, somatic tissues may require the induction of additional protein quality control factors through transcriptional responses to cope with proteotoxic stresses. 

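In the authors' own deposited test of *daf-2(e1370)* against wild-type germline nuclei, at an FDR of 0.05, 48 of 84 cytosolic ribosomal protein genes are lower. So are 4 initiation factors and 4 of the 6 elongation factors, while 1 mitochondrial ribosomal protein gene is lower and 1 higher. That table calls 1552 genes, 634 higher and 918 lower, and holds 494 of the 524 that limma calls. The proteasome subunits had a median log2 fold change of -0.15 in the limma fit, with 0 past the test (camera adjusted p = 0.66). The cytosolic chaperones had -0.22 (camera adjusted p = 0.301). Among them, *hsp-90* had 87.2 ± 28.6 and 43.0 ± 4.19 CPM in wild-type and *daf-2(e1370)* nuclei and *hsp-1* 285 ± 56.3 and 169 ± 20.8 CPM (limma adjusted p = 0.0887 and adjusted p = 0.0897). In the authors' test both pass as lower (FDR 0.0482 and 0.0331), among 4 cytosolic chaperones that do. After quantile scaling *hsp-90* (adjusted p = 0.0262) and *hsp-1* (adjusted p = 0.0199) pass as lower, and so do the elongation factors *eef-1A.1* (adjusted p = 0.00285) and *eef-1G* (adjusted p = 0.0149).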

Our RNA-seq data suggest that reduced IIS down-regulates almost all the ribosomal protein genes and multiple factors that function at translation initiation and elongation (Fig. 4B). Future studies will determine if tuning down protein synthesis coordinately at ribosome biogenesis and both initiation and elongation steps of translation is important for enhanced proteostasis.

Interestingly, reduced IIS is known to improve oocyte quality in maternal aging, which requires the activity of DAF-16 non-cell-autonomously from the muscle and the intestine, the same tissues where DAF-16 is required for dictating the resilience against HSF-1 depletion from the germline (Fig. 6A). Loss of proteostasis is a hallmark of aging, so reduced IIS may delay oocyte aging by enhancing germline proteostasis. Future studies will determine if PEPT-1 has a role in reproductive aging and identify the signal of DAF-16 from the muscle that regulates germline proteostasis. Notably, IIS can also cell-autonomously impact germline proteostasis. A previous study shows that IIS regulates oocyte quality in aging via the Cathepsin B protease activity (Templeman et al, 2018).

### Transcriptional control of *pept-1* by Insulin/IGF-1 signaling (IIS) contributes to its non-cell-autonomous regulation of germline proteostasis

Based on the following evidence, our work suggests that the intestinal oligo-peptide transporter, PEPT-1, is an important mediator for IIS to regulate protein synthesis and proteostasis in the germline. First, IIS activates the expression of *pept-1* by alleviating its repression from DAF-16 (Fig. 6C). The *pept-1* promoter contains DAE (DAF-16-associated element), the proposed binding site of PQM-1, a transcription factor whose activity is antagonized by DAF-16 (Tepper et al, 2013). The ModEncode ChIP-seq data suggest that PQM-1 binds to the *pept-1* promoter (Niu et al, 2011), but its role in regulating *pept-1* expression is yet to be determined. Second, the loss-of-function mutant *pept-1(lg601)* partially rescued reproduction in both the wild-type and *daf-2(e1370); daf-16(mgDf50)* double mutant when HSF-1 was absent from the germline through larval development (Fig. 6B,E) and was sufficient to reduce ribosome biogenesis and translation rate in the germline (Fig. 7E,F). It argues that PEPT-1 functions downstream from IIS and DAF-16 to regulate germline proteostasis. Finally, reduced IIS decreased the peptide uptake (Fig. 7C,D). Dietary proteins are hydrolyzed to oligopeptides in the intestinal lumen and further processed into di-/tri-peptides and free amino acids to enter enterocytes via separate transporters (Spanier, 2014). *C. elegans* PEPT-1 is the ortholog of the low-affinity, high-capacity di-/tri-peptide transporter PEPT1 in mammals (Fei et al, 1998), which serves as one major protein absorption pathway. Supplementation of a mixture of amino acids in the culture increased the brood size of the *pept-1(lg601)* animals by ~20% in the presence of HSF-1 (Figs. 7H and EV5E), which is consistent with previous results (Meissner et al, 2004; Spanier et al, 2018) as increasing the uptake of free amino acids through the corresponding transporters would not completely compensate for the loss of oligo-peptide uptake by PEPT-1 in protein absorption. However, this was sufficient to increase the sensitivity of the *pept-1(lg601)* animals to HSF-1 depletion from the germline (Figs. 7H and EV5E). Although we cannot rule out the possibility that amino acid supplementation may impact germline proteostasis independently of providing substrates for translation, it is reasonable to think that IIS through PEPT-1 promotes dietary protein absorption, which is subsequently incorporated into a pool of amino acids to fuel germline protein synthesis (Fig. 7I).

It has been reported that PEPT-1 genetically interacts with IIS and mTORC1 pathways to regulate development, reproduction, and longevity (Benner et al, 2011; Geillinger et al, 2014; Meissner et al, 2004). However, those studies have focused on the intestinal cells or the organismal functions. As the germline is the primary site of protein synthesis in reproductive animals and amino acids stimulate mTORC1 activity via multiple signaling pathways (Shimobayashi and Hall, 2016), we propose that PEPT-1-dependent amino acid sufficiency could regulate mTORC1 in the germline and impact translation. Our results on RSKS-1, the critical regulator of translation downstream of mTORC1 (Blackwell et al, 2019; Saxton and Sabatini, 2017), support this hypothesis. We found that the *rsks-1(ok1255)* animals and germline-specific RNAi against *rsks-1* phenocopied the reproductive behaviors of animals with reduced IIS in response to HSF-1 depletion (Figs. 5 and EV4), linking mTORC1 to IIS-regulated germline proteostasis. As proteostasis is safeguarded by a network of quality control pathways, future work will test the roles of the other branches of the proteostasis network in germline proteostasis, such as autophagy, which also functions downstream of mTORC1 (Saxton and Sabatini, 2017).

PEPT-1 is a rheogenic H^+^-dependent carrier that causes an influx of proton during transport, and it requires the sodium-proton antiporter NHX-2 to recover from the intracellular acid load (Nehrke, 2003). NHX-2 also promotes free fatty acid uptake; thus, PEPT-1’s activity impacts fatty acid metabolism and storage (Spanier et al, 2009). A recent study indicates that the residency of PEPT-1 transporter at the plasma membrane is regulated by lipid homeostasis in the intestine (Watterson et al, 2022). Our work opens the opportunity for future research to understand how fatty acid and protein metabolisms interact with the glucose-sensing IIS to regulate germline proteostasis at the organismal level.

## Methods

**Table:** Reagents and tools table

Reagent or Resource	Source	Identifier
Antibodies		
Mouse monoclonal anti-ubiquitinylated proteins (FK2)	Sigma-Aldrich	Sigma-Aldrich Cat# 04-263; RRID:AB_612093
Mouse monoclonal anti-α-Tubulin	Sigma-Aldrich	Sigma-Aldrich Cat# T5168, RRID:AB_477579
Rabbit polyclonal anti-Histone H3	Abcam	Abcam Cat# ab1791, RRID:AB_302613
Mouse monoclonal anti-ubiquitin	Novus	Novus Cat# NB300-130, RRID:AB_2238516
Goat anti-Mouse IgG (H + L) Alexa Fluor Plus 647	Thermofisher Scientific	Invitrogen Cat# A32728; RRID:AB_2633277
Goat anti-Rabbit IgG (H + L) Alexa Fluor Plus 488	Thermofisher Scientific	Invitrogen Cat# A32731; RRID:AB_2633280
Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody, HRP	Thermofisher Scientific	ThermoFisher Scientific Cat# A16072, RRID:AB_2534745
Bacterial and virus strains		
*E. coli* OP50	CGC	OP50
*E. coli* MG1693	CGSC	MG1693
Biological samples		
Chemicals, peptides, and recombinant proteins		
Indole-3-acetic acid (auxin)	Sigma-Aldrich	Cat# I2886-5G; Cas# 87-51-4
IPTG	Thermofisher Scientific	Cat# R0393; Cas# 367-93-1
Trizol reagent	Thermofisher Scientific	Cat #15596026
EdU (5-ethynyl-20-deoxyuridine)	Thermofisher Scientific	Cat # A10044
Paraformaldehyde	Fisher Scientific	Cat# AA433689M; Cas# 30525-89-4
iTaq Universal SYBR Green Supermix	BioRad	Cat# 1725124
NEBuilder HiFi DNA Assembly Master Mix	New England BioLabs	Cat# E2621
Alt-R HiFi S.p. Cas9 NLS	IDT	Cat# 1078727
OPP (O-propargyl-puromycin)	Thermofisher Scientific	Cat# C10459
MEM Non-essential Amino Acid Solution (100×)	Sigma-Aldrich	Cat# M7145
MEM Amino Acids (50×) solution without L-glutamine	Sigma-Aldrich	Cat# M5550
N,N-Dimethylformamide	Sigma-Aldrich	Cat# 270547; Cas# 68-12-2
β-Ala-Lys(AMCA)	Peptide Institute	Cat# 3412-v
cOmplete™, Mini Protease Inhibitor Cocktail	Roche	Cat# 4693124001
PUREBLU™ DAPI	Biorad	Cat# 1351303
Critical commercial assays		
O-Click-iT^TM^ Plus OPP Alexa Fluor^TM^ 647 Protein Synthesis Assay Kit	Thermofisher Scientific	Cat# C10458
Click-iT EdU Cell Proliferation Kit for Imaging, Alexa Fluor 594 dye	Thermofisher Scientific	Cat# C10339
iScript cDNA synthesis kit	BioRad	Cat# 1708891
Zymo Research Direct-zol RNA MiniPrep kit	Zymo Research	Cat # R2051
ZymoPURE Plasmid Miniprep Kit	Zymo Research	Cat # R4208T
QIAGEN MinElute PCR Purification Kit	QIAGEN	Cat# 28004
Pierce BCA Protein Assay Kit	Thermofisher Scientific	Cat# 23227
Deposited data		
RNA-seq analysis of enriched germline nuclei from both the wild-type and daf-2(e1370) animals	This Study	GEO: GSE256186
RNA-seq analysis of HSF-1 depletion from the germline of daf-2(e1370) animals	This Study	GEO: GSE256186
RNA-seq analysis of HSF-1 depletion from the germline of wild-type animals	Edwards et al, 2021	GEO: GSE162066
Experimental models: Cell lines		
Experimental models: Organisms/strains		
Wild type *C. elegans*, Bristol	CGC	N2
*mkcSi13 II; rde-1(mkc36) V*	CGC	DCL569
*rde-1(ne300) V; neIs9 X*	CGC	WM118
*rde-1(ne219) V; kzIs9*	CGC	NR222
*frSi17 II; frIs7 IV; rde-1(ne300) V*	CGC	IG1839
*daf-2(e1370)III*	CGC	CB1370
*pept-1(lg601) X*	CGC	BR2742
*daf-16(mgDf50) I*	CGC	GR1307
*rsks-1(ok1255) III*	CGC	RB1206
hsf-1(ljt3[hsf-1::degron::gfp]) I;unc-119(ed3)III;ieSi38[sun-1p::TIR1::mRuby::sun-1_3’UTR+Cbr-unc-119( + )]IV	Edwards et al, 2021	JTL621
hsf-1(ljt5[hsf-1::degron::3xFLAG])I; unc-119(ed3)III;ieSi38[sun-1p::TIR1::mRuby::sun-1_3’UTR+Cbr-unc-119( + )]IV	This study	JTL716
*rps-6(rns6[rps-6::mCherry])I*	CGC	JAR16
Oligonucleotides		
Primers used in qRT-PCR (see Method details)	This study	N/A
RNAi clones (multiple)	Ahringer Library; Bioscience	Cat# 3318_Cel_RNAi_complete
Recombinant DNA		
hsf-1 c-ter::degron::3xFLAG in pUC19	This study	N/A
Software and algorithms		
Prism 10	GraphPad Software	https://www.graphpad.com:443/
RNA STAR 2.6	Dobin et al, 2013	https://github.com/alexdobin/STAR
Rsubread	Liao et al, 2019	https://bioconductor.org/packages/release/bioc/html/Rsubread.html
edgR	Robinson et al, 2010	http://bioconductor.org/packages/release/bioc/html/edgeR.html
ZEN Microscopy software	Zeiss	https://www.zeiss.com/microscopy/en/products/software/zeiss-zen.html
Other		

### Experimental model and subject details

Unless stated, *C. elegans* strains were maintained at 20 °C on NGM plates seeded with OP50 bacteria and were handled using standard techniques (Brenner, 1974).

The HSF-1 AID allele, *hsf-1(ljt3[hsf-1::degron::gfp])I*, was from our previous work (Edwards et al, 2021). To perform HSF-1 depletion in strains that express NMY-2::GFP (*zuIs45 [nmy-2p::nmy-2::GFP + unc-119(* + *)] V*) (Nance et al, 2003) and GFP::H2B (*oxIs279 [pie-1p::GFP::H2B + unc-119(* + *)]II*) (Frokjaer-Jensen et al, 2008), we made another HSF-1 AID *allele hsf-1(ljt5[hsf-1::degron::3xFLAG])I* using CRISPR knock-in of degron::3xFLAG to the C-terminus of endogenous *hsf-1* gene through microinjection of chemically modified synthetic sgRNA (Synthego) along with Cas9 Nuclease (Integrated DNA Technologies, IDT) following the previously published protocol (Prior et al, 2017). The repair template was made by NEB assembly of upstream flanking sequence and degron from the repair template of degron::gfp and a synthetic gene fragment from IDT that contains a 3xFLAG tag and the downstream flanking sequence. The new HSF-1 AID model was outcrossed 6 times before use.

The Bristol N2 and other worm strains were obtained from the *Caenorhabditis elegans* Genetics Center (CGC). The alleles used in this study include:

*ieSi38[sun-1p::TIR1::mRuby::sun-1_3*′*UTR+Cbr-unc-119(* + *)]IV* (induce AID in the germline)

*daf-2(e1370)III, pept-1(lg601)X, daf-16(mgDf50)I, rsks-1(ok1255)III, rde-1(mkc36)V, eat-6(ad467)V*

*JAR16 rps-6(rns6[rps-6::mCherry])I (measurement of endogenous RPS-6)*

*mkcSi13 [sun-1p::rde-1::sun-1 3*′*UTR + unc-119(* + *)]II* (germline RNAi)

*neIs9 [myo-3::HA::rde-1 + rol-6(su1006)]X (*muscle RNAi)

*kzIs9 [(pKK1260) lin-26p::NLS::GFP* + *(pKK1253) lin-26p::rde-1 + rol-6(su1006)]* (hypodermis RNAi)

*frSi17[mlt-2p:rde-1]II* (intestine RNAi).

### Method details

#### HSF-1 depletion and RNAi

HSF-1 depletion was done in the AID models that degraded the HSF-1 protein, specifically in the germline, upon auxin treatment. Auxin treatment was performed by transferring worms to bacteria-seeded NGM plates containing 1 mM auxin (indole-3-acetic acid, Sigma). The preparation of auxin stock solution (400 mM in ethanol) and auxin containing NGM plates was done as previously described (Zhang et al, 2015). In all experiments, worms were also transferred to NGM plates containing 0.25% ethanol (EtOH) as the mock-treated control.

RNAi was performed by feeding, and all RNAi clones from the Ahringer Library (Kamath et al, 2003) were sequence-verified before use. An RNAi-compatible OP50 strain (Xiao et al, 2015) was used in all the experiments. Overnight cultures of RNAi bacteria in LB media containing 100 μg/ml ampicillin were diluted and allowed to grow for another 5–6 h at 37 °C to reach OD600 of 1.0–1.2. Cultures were then seeded onto NGM plates containing 100 μg/ml ampicillin and 1 mM IPTG to induce expression of dsRNA and dry at room temperature for 2 days. All RNAi experiments were done by laying eggs on freshly prepared RNAi plates. Tissue-specific RNAi were performed in transgenic worms expressing the Argonaute protein gene *rde-1* in the germline or specific somatic tissue in the null mutant *rde-1 (mkc36)* (Zou et al, 2019).

#### Translation assay

The O-propargyl-puromycin (OPP) translation assay was performed as previously described (Somers et al, 2022), except that fixation and conjugation of fluorescent azide were done in dissected gonads rather than in the whole worms. During incubation with OPP, worms were fed with dead bacteria. OP50 bacteria were killed by incubating with 1% paraformaldehyde for 1 h and washed three times with M9 buffer. In each experiment, 50–60 young adult worms synchronized by egg lay were used. Worms were incubated in 10 µM OPP (Invitrogen) diluted with M9 buffer containing 5 g/L of dead OP50 in a total volume of 1 mL for 3 h at 20 °C with gentle shaking. Animals were then dissected in PBS buffer containing 0.1% Tween-20 (PBST) and 0.25 mM levamisole to expose gonads. The samples were then fixed in PBST buffer containing 3% paraformaldehyde for 10 min at room temperature and then permeabilized with cold methanol for 15 min at −20 °C. After three washes with PBST, the samples were used to conjugate fluorophore to the puromycylated peptides using the Click-iT® Plus Alexa 647 Fluor® Picolyl Azide tool kit (Invitrogen). The pellet of gonads was resuspended and incubated with 200 µL Click-iT® reaction buffer containing 0.5 µL of 500 µM Alexa Fluor® Picolyl Azide, 8 µL 100 mM copper protectant, 20 µL of reaction buffer additive, 17 µL of 10x reaction buffer and 153 µL of pure water for 1 h at 20 °C with gentle shaking. After the Click-iT® reaction, the pellet was washed with reaction rinse buffer (3% bovine serum albumin in PBST) and, subsequently, three times with PBST to remove the unconjugated Alexa Fluor® Picolyl Azide. Finally, DNA staining was done in 50 ng/ml of DAPI for 10 min, and the samples were mounted on an agarose pad for confocal imaging.

#### Proteotoxic stress test

The F1 survival assay following acute heat shock (HS) was performed as previously described (Das et al, 2021) with some modifications. Day 1 gravid adults were exposed to a 15-min HS at 34 °C by submerging the culture plates in a water bath and immediately moved back to 20 °C to recover. Eggs laid within 4 h post-HS were scored for embryo lethality.

Proteotoxic stress tests by proteasome inhibitor and paromomycin were done on NGM plates seeded with paraformaldehyde-killed OP50. 400 µL M9 buffer containing 10 µM of the proteasome inhibitor, bortezomib (Sigma-Aldrich), or 1 mM of paromomycin (Sigma-Aldrich) was applied to the surface of 3.5 cm seeded NGM plates. Animals were singled to those plates at the young-adult stage and embryo lethality in the progenies was measured through the reproductive period.

#### Fecundity and embryo lethality measurement

As specified in figure legends, animals were synchronized by egg lay on regular NGM plates or plates containing auxin and/or RNAi bacteria. Worms were singled at the young adult stage and allowed egg-laying for 24 h. Worms were transferred to new plates daily, and eggs were allowed to hatch and grow to the L3 stage. The number of viable larvae and dead eggs was counted at this point. In mating experiments, both males and hermaphrodites at the young-adult stage were used. The N2 males were added to hermaphrodites in a 2:1 ratio and kept for 24 h. Only those hermaphrodites that have successful mating (close to 50% male progenies) were included in fecundity and embryo lethality analysis. Amino Acid supplementation was performed as previously described (Spanier et al, 2018). A 1:1 mixture of MEM non-essential amino acids (100×) and MEM amino acids (50×) without L-glutamine (Sigma-Aldrich) was applied to the surface of 3.5 cm NGM plates. The freshly prepared plates were used the next day.

#### Germline nuclei isolation

Germline nuclei isolation followed a published protocol (Han et al, 2019) except that worms were lightly fixed in 50 mL of −20 °C dimethylformamide (Sigma-Aldrich) for 2 min and washed three times in PBS before homogenization. This light fixation helped preserve the RNA from degradation. About 25,000 young adult worms from fifty 10 cm NGM plates were used in each nuclei prep. Both the enriched germline nuclei and whole worm lysate were saved for RNA-seq analysis.

#### RNA extraction, cDNA synthesis, and qPCR

Animals were synchronized by treatment of alkaline hypochlorite solution or egg laying (for auxin treatment starting from egg lay). When using alkaline hypochlorite, synchronized L1 larvae were grown on 10 cm regular NGM plates (~500 worms per plate) for larval development. When checking DAF-16-dependent *pept-1* expression (Fig. 6), worms were collected at the late L4 stage when *pept-1* expression peaks. For RNA-seq analysis of the *daf-2(e1370)* animals, ~120 adult worms were used in each experiment. The worms were kept on 10 cm NGM plates contain EtOH or auxin since egg lay or picked onto those plates at the young adult stage and kept for 16 h. RNA was extracted using 300 μL Trizol reagent. Worms were vortexed continuously for 20 min at 4 °C and then went through one cycle of freeze-thaw to help release RNA. Following this, RNA was purified using the Direct-zol RNA MiniPrep kit (Zymo Research) per the manufacturer’s instructions using on-column DNase I digestion to remove genomic DNA. RNA was used in library preparation for sequencing or to synthesize cDNA for qPCR analysis.

cDNA was synthesized using the BioRad iScript cDNA synthesis kit per the manufacturer’s instructions. Relative mRNA levels were then determined by real-time quantitative PCR using iTaq Universal SYBR Green Supermix (BioRad) and a ThermoFisher QuantStudio 6 Pro thermocycler. Relative mRNA levels were calculated using the standard curve method, and gene expression was normalized to the mean of the housekeeping genes *cdc-42* and *rpb-2*. The following primers were used in qPCR:

pept-1-F: ACTATGGAATGAGAACGGT; pept-1-R: CTTGTCCGATTGCGTAT

sod-3-F: CACTGCTTCAAAGCTTGTTCA; sod-3-R: ATGGGAGATCTGGGAGAGTG

rpb-2-F: AACTGGTATTGTGGATCAGGTG; rpb-2-R: TTTGACCGTGTCGAGATGC

cdc-42-F: TGTCGGTAAAACTTGTCTCCTG; cdc-42-R: ATCCTAATGTGTATGGCTCGC

#### RNA-seq analysis

Total RNAs were polyA enriched, and directional RNA-seq libraries were prepared using the NEBNext Ultra II RNA library prep Kit. Paired-end sequencing was done at a NovaSeq 6000 sequencer at the OMRF clinical genomics core.

RNA-seq reads were mapped to Ensembl WBcel235 genome using RNA STAR (Dobin et al, 2013) with --alignIntronMax 120000 to set the intron size, and --outFilterMultimapNmax 200 to allow multi-mapped reads. The mapped reads were then subject to FeatureCounts in Rsubread (Liao et al, 2019) for quantification with the setting -p -B -P -C -M -O --fraction –largestOverlap. The settings in STAR and FeatureCounts enabled proper quantification of those heat shock genes (e.g., *hsp-70* and *hsp-16*s) duplicated in the *C. elegans* genome. Differential expression (DE) analyses were done using edgeR (Robinson et al, 2010) with default settings except for using the Likelihood Ratio Test and filtering out those lowly expressed genes with CPM (counts per million) values less than 1 in more than 75% of samples. We then filtered out DE genes caused by auxin treatment using a list from our previous study (Edwards et al, 2021) and reported only DE genes caused by HSF-1 depletion.

Gene ontology analysis (GO) was done using the program DAVID (http://david.abcc.ncifcrf.gov/) with functional annotation clustering to collapse redundant GO terms. The enrichment score for each cluster was shown with the corresponding GO_BP (Biological Processes) term representing the cluster.

#### Peptide uptake assay

Peptide uptake was done as previously described (Meissner et al, 2004). About 30–40 worms at the Late L4/young adult stage were picked into cold M9 buffer and washed twice to remove bacteria. Worm pellets were resuspended in M9 buffer containing 1 mM β-Ala-Lys-AMCA (peptide institute), transferred into a 96-well plate, and incubated at 20 °C for 3 h with gentle shaking. Worms were washed in M9 buffer and mounted onto an agarose pad with levamisole for imaging.

#### Immunofluorescence (IF)

IF was performed with dissected gonads as previously described (Kocsisova et al, 2018) with slight modifications. Animals were synchronized by egg lay and grown to the young adult stage. Approximately 30 animals were dissected in PBS buffer containing 0.1% Tween-20 (PBST) and 0.25 mM levamisole. The samples were fixed in a PBST buffer containing 3% paraformaldehyde for 10 min at room temperature and then incubated with cold methanol for 1 hour at −20 °C. After washes with PBST, the samples were blocked for 30 min at room temperature in PBST with 1% bovine serum albumin before the antibodies against histone H3 at 1:800 dilution (rabbit, Abcam) and ubiquitinylated proteins (clone FK2, mouse, Sigma-Aldrich) at 1:200 dilution were added. After overnight incubation at 4 °C and four washes with the blocking solution, Goat anti-Rabbit IgG (H + L) Alexa Fluor Plus 488 (Invitrogen) and anti-mouse-Alexa 647 (Invitrogen) were added to the samples at 1:1000 dilution, and the samples were incubated for 2 h in the dark at room temperature. DNA staining was done in 100 ng/ml of DAPI for 20 min, and the samples were mounted on a 2% agarose pad for confocal imaging.

#### EdU labeling

EdU labeling was performed by feeding animals with EdU-labeled MG1693 bacteria and by click reaction as previously described (Kocsisova et al, 2018). Briefly, the animals were transferred onto M9 plates with EdU bacteria and fed for half an hour. Animals were dissected in PBS buffer containing 0.1% Tween-20 (PBST) and 0.25 mM levamisole, fixed for 10 min in 3% paraformaldehyde (Fisher Scientific) in PBST, washed in PBST, and incubated for one hour in −20 °C methanol. Rehydration was done by washing the samples three times in PBST. EdU click reaction using Click-iT™ EdU Cell Proliferation Kit with Alexa Fluor™ 594 dye (Thermofisher) and DAPI staining were performed as described (Kocsisova et al, 2018). Worms were then mounted on a 2% agarose pad for confocal imaging. Nuclei with any EdU labeling (individual or all chromosomes) were scored positive. Mitotic and transition zones were defined based on the crescent-shaped DAPI staining in the transition zone.

#### Acridine Orange (AO) staining

AO staining was performed following the WormBook protocol that is based on previously published reports (Gumienny et al, 1999; Lettre et al, 2004). Briefly, young adult animals that were either HSF-1 depleted from the germline for 24 h or mock-treated were transferred to seeded NGM plates with 500 μl of M9 buffer containing AO (Thermofisher) at 0.02 mg/ml and incubated for 1 h in the dark. Stained worms were then transferred to regular NGM plates lacking AO for 1 h before being mounted on slides for imaging.

#### Fluorescence imaging and quantification of fluorescence intensity

Imaging of live animals, as in Figs. 1C, 2C,EV1B–E, 4C, EV5A, and 7A,C, was done by immobilizing animals in a drop of M9 buffer containing 6 mM levamisole on a 2% agarose pad. Images were acquired immediately using a Zeiss LSM880 or LSM980 Confocal Microscope with a 20× or 40× objective. As specified in the figure legend, proteasome inhibitor was applied to a subset of live-imaging experiments. In those experiments, worms were transferred to the M9 buffer containing 10 µM of bortezomib and paraformaldehyde-killed OP50 and incubated in 96-well plates for 6 h at 20 °C with gentle shaking before imaging. Fluorescent imaging for IF, translation assay, and EdU labeling was performed using a Zeiss LSM880 or LSM980 Confocal Microscope through a 40× water objective (IF and translation) or 63× oil objective (EdU). Zen software was used to obtain z-stacks and subsequent analyses. Fluorescence intensity was quantified in individual worms after maximal intensity projection. Regions of interest were outlined within individual worms, and the arithmetic mean of fluorescence intensity per area was determined.

#### Biochemical analysis of protein aggregates

The fractionation and analysis of protein aggregates were performed as previously described (Kirstein-Miles et al, 2013). About 3000 age-synchronized adult worms with HSF-1 depletion for 24 h or mock-treated were harvested by washing off the plates using cold M9 buffer and washed twice to remove bacteria. The worms were washed once in ice-cold lysis buffer (20 mM potassium-phosphate, pH 6.8, 1 mM DTT, 1 mM EDTA, 0.1% (v/v) Tween-20 and protease inhibitor cocktail (Roche) and frozen in liquid nitrogen. The frozen animals were ground with a plastic pestle on dry ice and then resuspended in 1 mL of ice-cold lysis buffer. The worms were further broken up using a glass Dounce tissue grinder. After successful lysis, the lysate was centrifuged for 5 min at 200 × *g* at 4 °C to remove debris. The supernatant of multiple samples was adjusted to identical protein concentrations using BCA assay (ThermoFisher). Aggregated proteins were isolated by spinning at 18,000 × *g* for 20 min at 4 °C. The resulting pellet was then sonicated in a Biorupter (Diagenode) using a high energy setting for 6 min with 30 s on/30 s off in washing buffer (2% NP-40, 20 mM potassium-phosphate, pH 6.8, and protease inhibitor cocktail), and subsequently centrifuged at 18,000 × *g* for 20 min at 4 °C. This washing step was performed twice. Aggregated proteins were then solubilized in 2% SDS sample buffer at 95 °C for 10 min. Proteins were separated by SDS–PAGE and analyzed by immunoblotting. In western blot analysis, primary antibodies against α-tubulin at 1:5000 dilution (mouse, Sigma-Aldrich) and ubiquitin at 1:2000 dilution (mouse, Novus) were used. The blot was then probed by Goat anti-Mouse Poly-HRP secondary antibody at 1:5000 dilution.

### Quantification and statistical analysis

Two-tailed, unpaired Student’s t-tests were used for fecundity and embryo lethality comparison, and image quantifications. Two-tailed, paired Student’s t-tests were used for RT-qPCR analysis. *P* values from these statistical analyses were calculated using GraphPad Prism, and are declared in figure legends. Error bars represent SEM or standard deviation as specified in figure legends. Benjamini and Hochberg FDR was used to calculate the adjusted *P*-value for differential expression analyses by RNA-seq.

## Supplementary information

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Expanded View Figures

## Data Availability

The RNA-seq datasets from this study: Gene Expression Omnibus GSE256186 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE256186). The RNA-seq analysis of our published data on HSF-1 depletion from the germline of wild-type animals: Gene Expression Omnibus GSE162066 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162066). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00234-x.

# Supplementary material for: Non-cell-autonomous regulation of germline proteostasis by insulin/IGF-1 signaling-induced dietary peptide uptake via PEPT-1
**Source:** EMBO J. 2024 Sep 16;43(21):7. doi: 10.1038/s44318-024-00234-x
**Supplement:** Supplementary file 9 — Expanded View Figures

Expanded View Figures

Figure EV1. Related to Fig. 1. Loss of HSF-1 from the germline impairs the expression of chaperone genes, causing protein degradation and aggregation.

(A) Histograms showing mRNA fold changes (FC) of the *nmy-2* gene upon HSF-1 depletion from the germline of young adults for 8 h, 16 h, or 24 h based on RNA-seq analysis. The chaperone gene *hsp-90* and proteasome component *pas-1* are included as controls. Mean and standard deviation are plotted (8 h & 16 h: $N = 4$; 24 h: $N = 3$). (B) Representative images of GFP::H2B transgene in the germline upon HSF-1 depletion. HSF-1 was depleted from the germline of young adults using AID for 24 h in the presence or absence of the proteasome inhibitor bortezomib (PI) for the last 6 h of HSF-1 depletion. The dashed lines outline the gonads. The white asterisks (*) indicate the distal end of gonads where progenitor cells are located. The arrows indicate the fully grown oocytes, where the levels of GFP::H2B are quantified. (C) Representative images of the endogenously tagged HSF-1::degron::GFP upon auxin-induced degradation. HSF-1 was depleted from the germline of young adults upon auxin treatment for 24 h in the presence or absence of the proteasome inhibitor bortezomib (PI) for the last 6 h of HSF-1 depletion. The dashed lines outline the gonads. The white asterisks (*) indicate the distal end of gonads where progenitor cells are located. The proteasome inhibitor treatment was not sufficient to restore HSF-1 protein levels. (D-F) Representative images of NMY-2::GFP transgene in the germline upon HSF-1 depletion from germ cells starting at the young-adult stage for 24 h (D) and 48 h (E), and the corresponding quantification (F). The dashed lines outline the gonads. The white asterisks (*) indicate the distal end of gonads where progenitor cells are located. In the dot plots, the mean and standard deviation are plotted (Day 2: $N = 8$; Day 3: control $N = 7$, HSF-1 depletion $N = 9$). P -values were calculated by unpaired t-test. ns: $p > 0.05$.

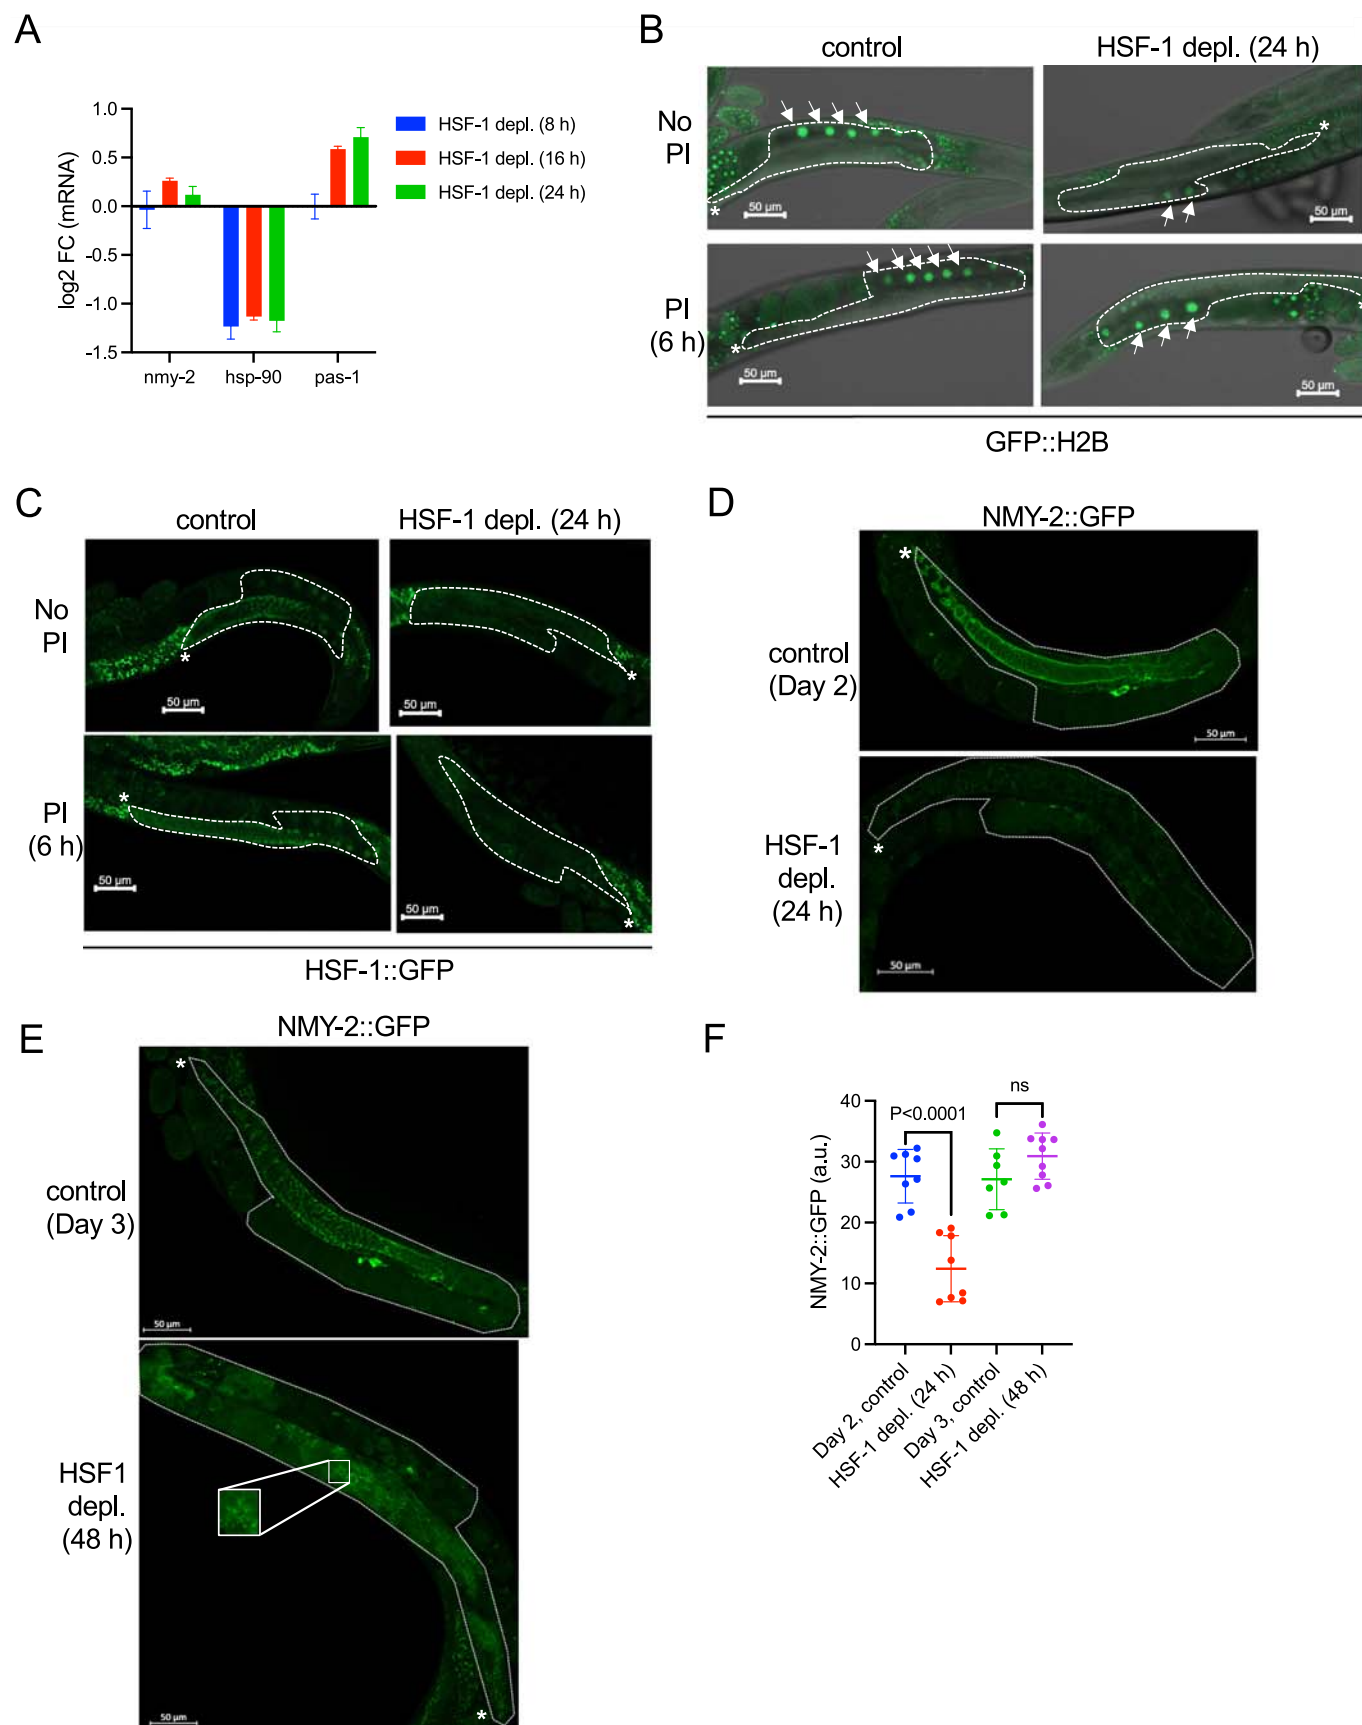

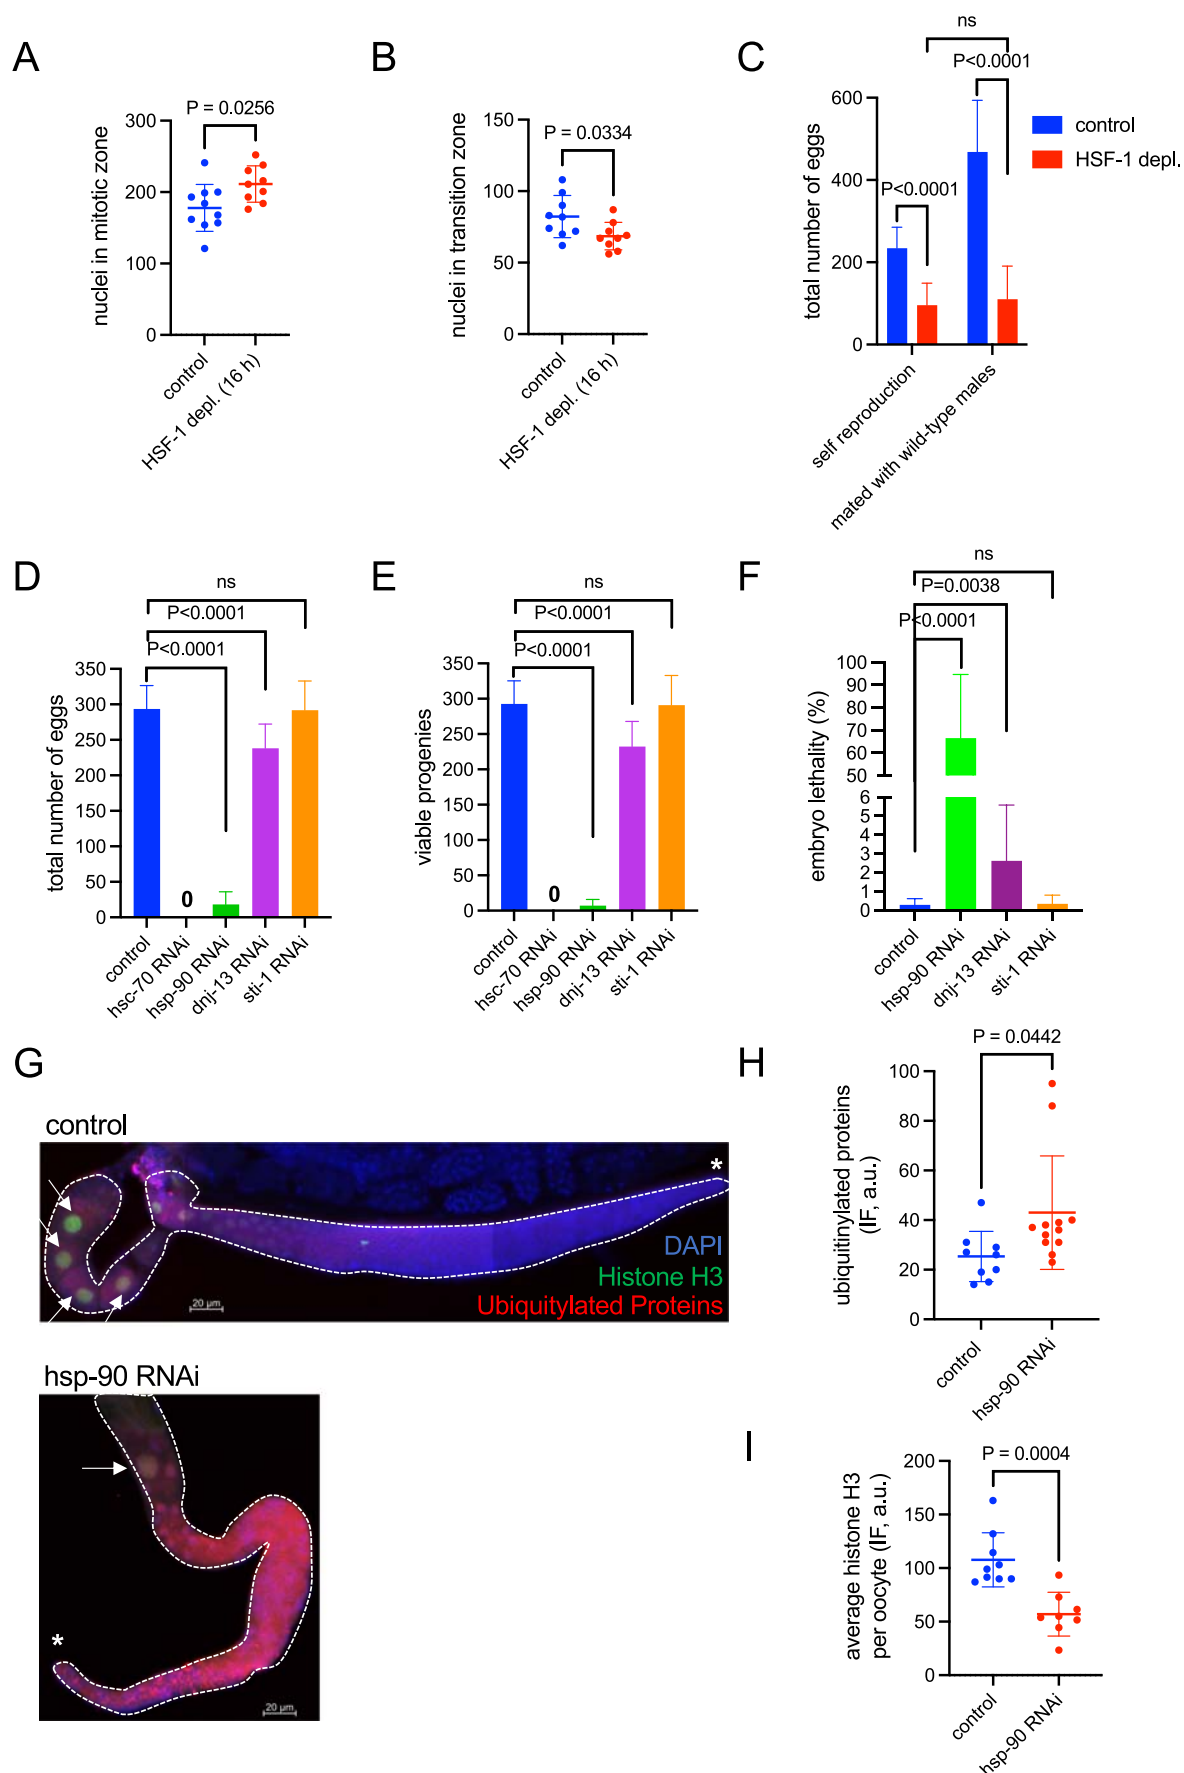

◀ **Figure EV2. Related to Fig. 2. HSF-1 is required in the adult germline for fecundity and oocyte quality.**

(A, B) Quantification of the total number of nuclei in the mitotic zone (A) and transition zone (B) upon depletion of HSF-1 from the germline of young adults for 16 h. Mean and standard deviation are plotted ($N > 9$). P -values were calculated by unpaired t-test. (C) Histograms showing the total number of eggs (live and dead) upon HSF-1 depletion from the germline of hermaphrodites starting from Day 1 of adulthood during self-reproduction and when mated with N2 males. Mean and standard deviation are plotted (self-reproduction: $N = 15$; mating experiments: $N > 10$). P -values were calculated by unpaired t-test. ns: $p > 0.05$. (D–F) Histograms showing the total number of eggs (live and dead) (D), viable progenies (E), and embryo lethality (F) with germline-specific RNAi against selective chaperone and co-chaperone genes. The four selected chaperone and co-chaperone genes are direct target genes of HSF-1, which have HSF-1 binding at their promoters in germ cells (ChIP-seq) and significantly decrease mRNA expression upon 8 h of HSF-1 depletion from the germline (FDR: 0.05, RNA-seq) (Edwards et al, 2021). Animals were treated with control RNAi (L4440) or RNAi against chaperone and co-chaperone genes starting from egg lay. Mean and standard deviation are plotted ($N > 15$). P -values were calculated by unpaired t-test. ns: $p > 0.05$. (G–I) Representative images (G) and quantification of ubiquitylated proteins (not free ubiquitin) (H) and endogenous histone H3 (I) by immunofluorescence (IF) upon germline-specific RNAi against *hsp-90*. Animals were treated with control RNAi (L4440) or RNAi against *hsp-90* starting from the L3 larval stage, which allowed more oocytes to develop in the *hsp-90* RNAi group than starting the RNAi treatment at egg lay. IF was performed on Day 1 of adults. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. The arrows indicate the fully grown oocytes, where the levels of histone H3 are quantified. Mean and standard deviation are plotted (control RNAi: $N = 9$; *hsp-90* RNAi: $N = 12$ for ubiquitylated proteins and $N = 8$ for histone H3 as not all *hsp-90* RNAi treated animals developed fully grown oocytes). P -values were calculated by unpaired t-test.

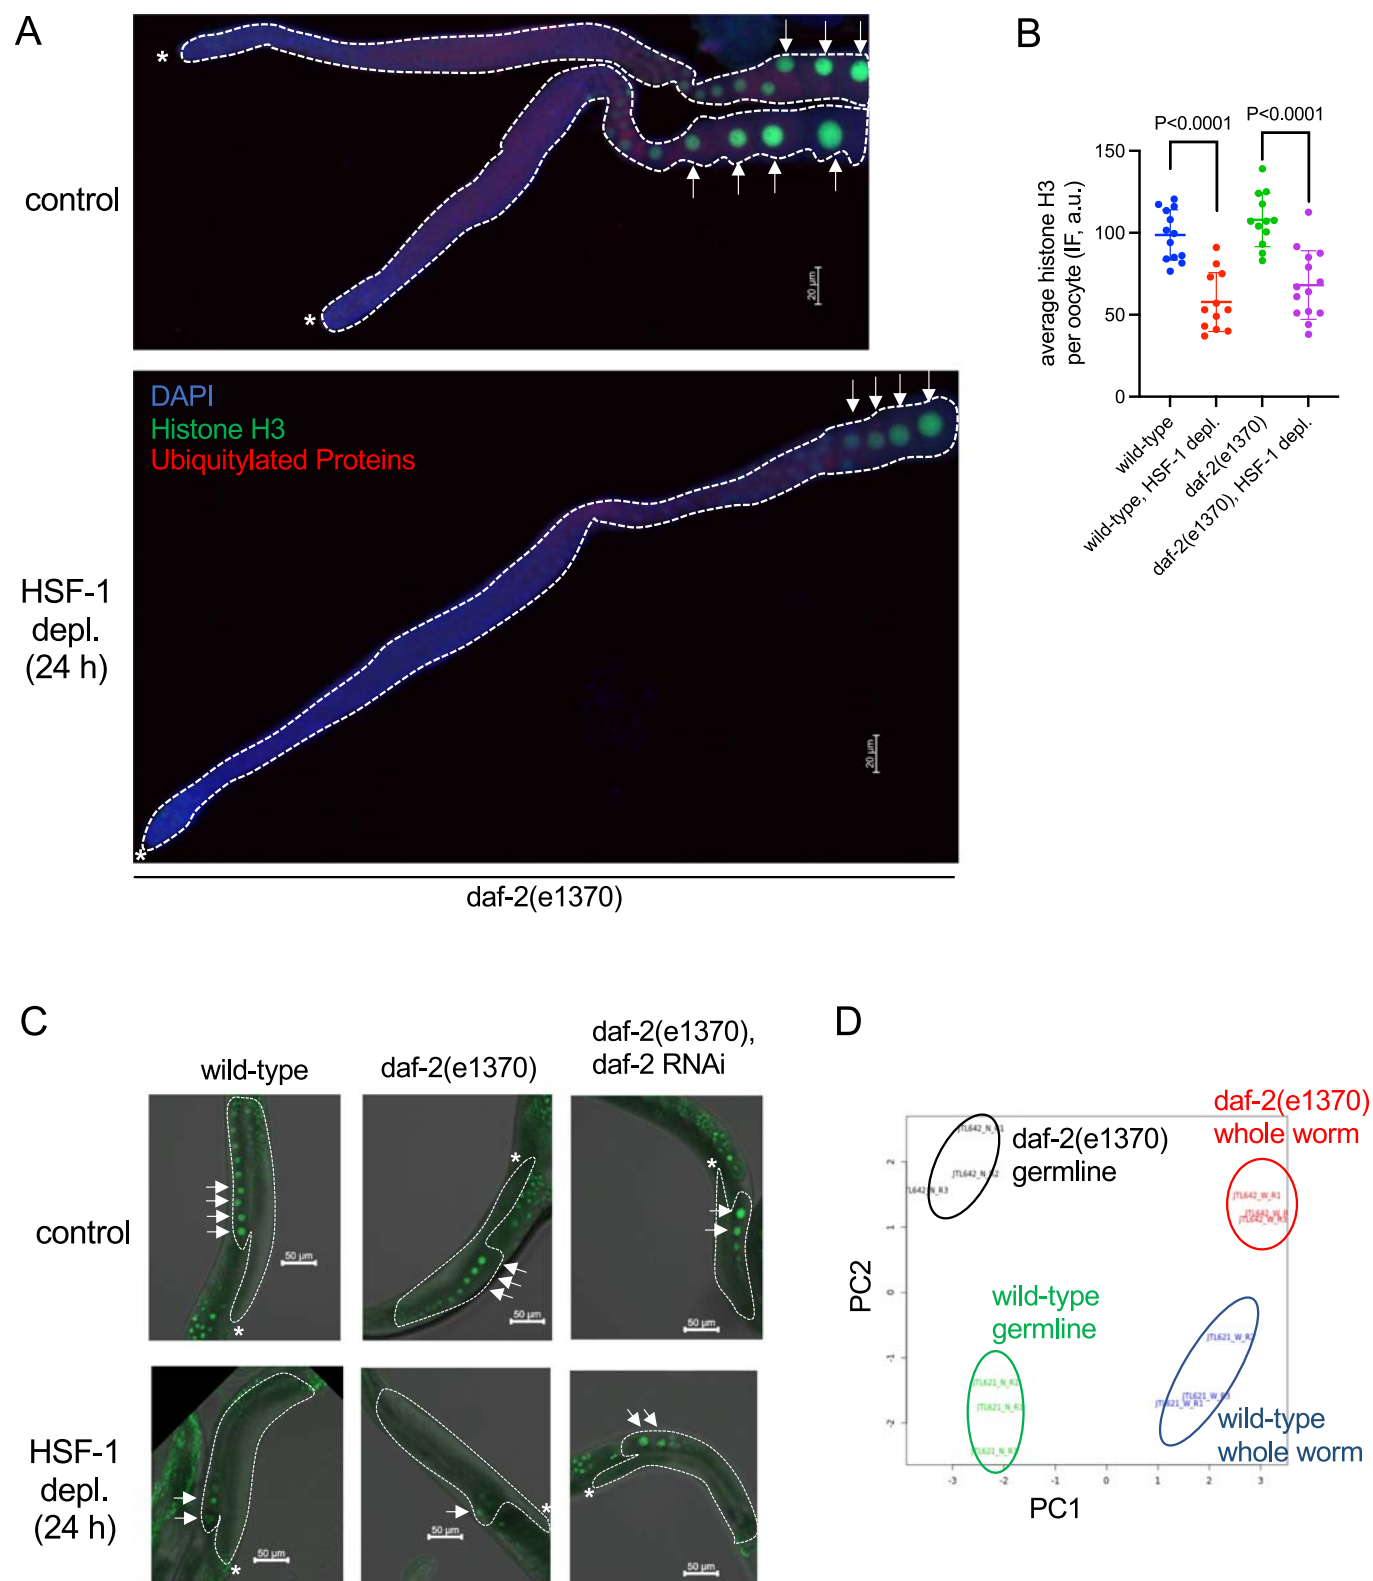

◀ **Figure EV3. Related to Fig. 3 and Fig. 4. Reduced Insulin/IGF-1 signaling (IIS) confers resilience against limited protein folding capacity in gametogenesis through the regulation of translation.**

(A, B) Representative images (A) of endogenous histone H3 and ubiquitylated proteins (not free ubiquitin) by immunofluorescence (IF) upon germline-specific depletion of HSF-1 in the *daf-2(e1370)* animals starting from the young-adult stage for 24 h. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. The levels of histone H3 in the fully grown oocytes (as indicated by arrows) are quantified (B) together with the results from the wild-type animals as a control. Mean and standard deviation are plotted ($N \geq 12$). *P*-values were calculated by unpaired t-test. (C) Representative images of GFP::H2B transgene in fully grown oocytes upon germline-specific depletion of HSF-1 for 24 h from young adults. The wild-type and *daf-2(e1370)* animals were treated with *daf-2* RNAi or control RNAi (L4440) starting from egg lay. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. The arrows indicate the fully grown oocytes, where the levels of GFP::H2B are quantified. (D) Principal component analysis (PCA) on the RNA-seq results of the whole worm lysate or isolated germline nuclei from young adults of the wild-type and *daf-2(e1370)* animals ($N = 3$).

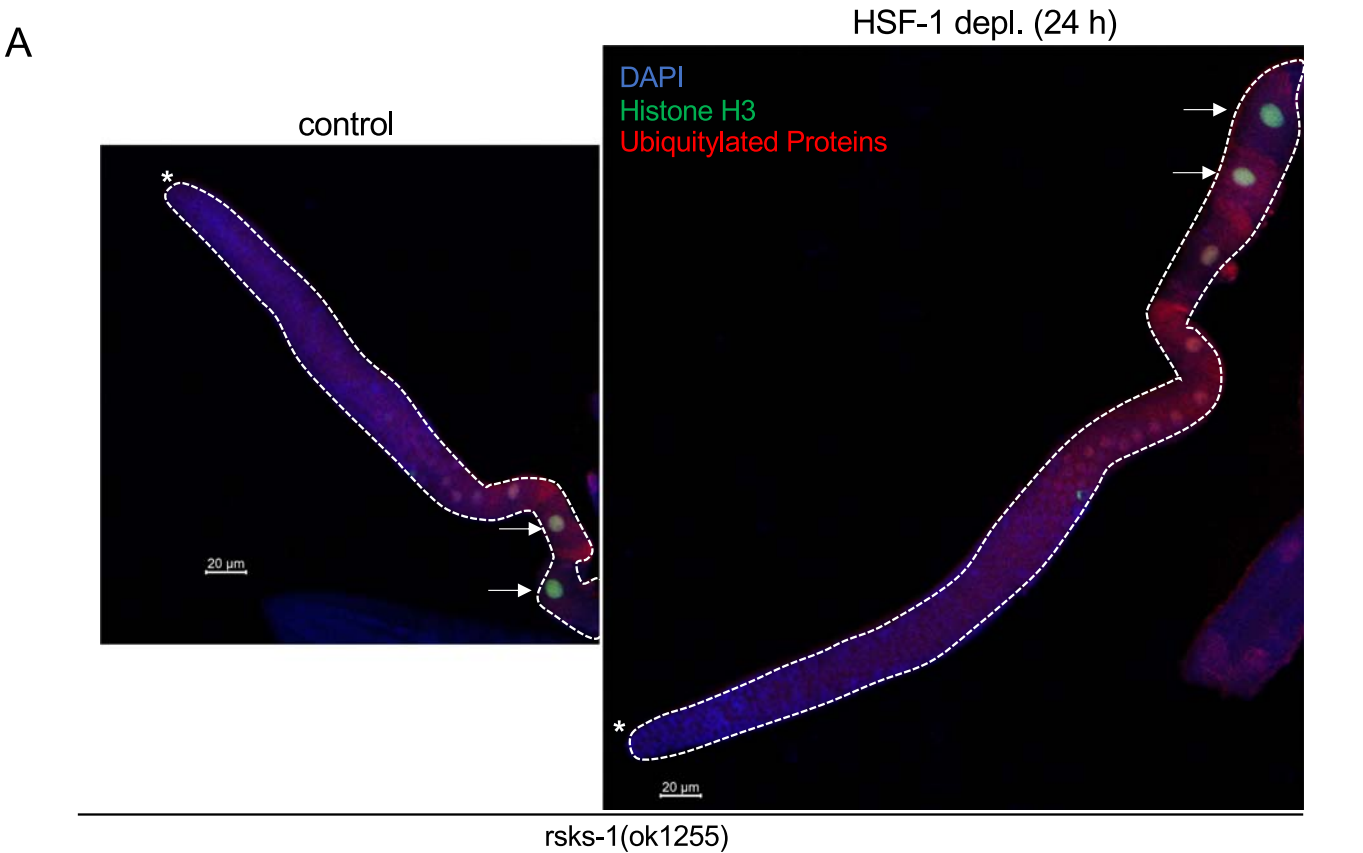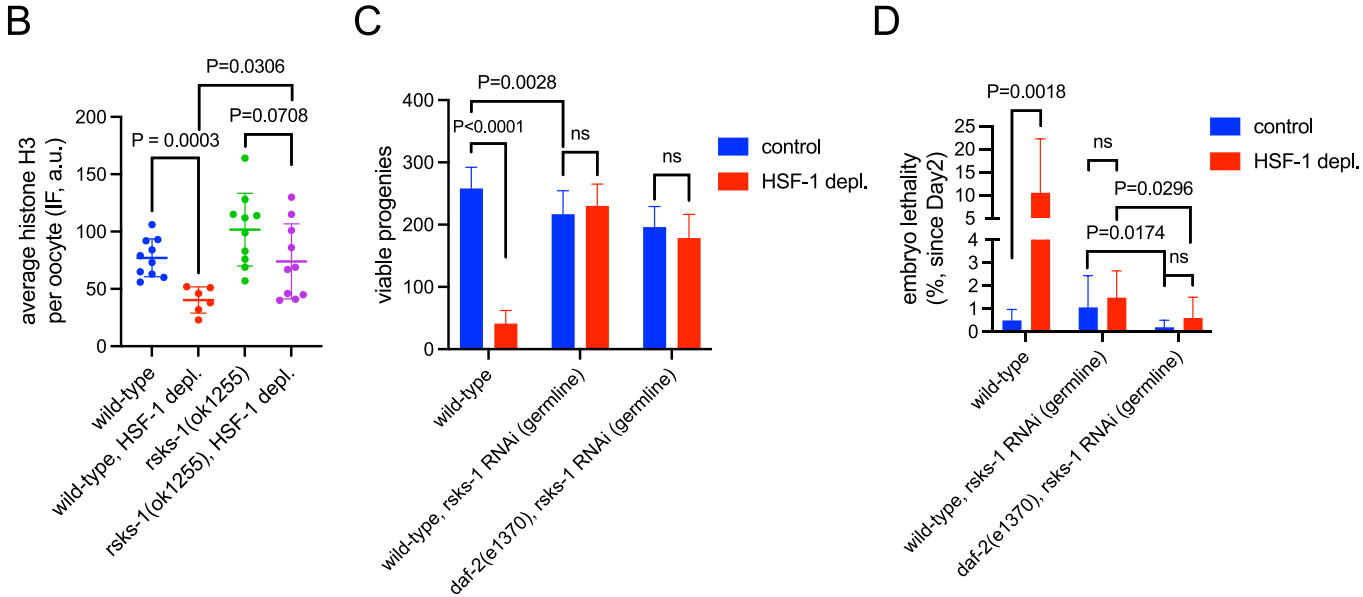

◀ **Figure EV4. Related to Fig. 5. Reduced translation rate underlies robust germline proteostasis and resilience against proteotoxic stress mediated by low insulin/IGF-1 signaling (IIS).**

(A, B) Representative images (A) of endogenous histone H3 and ubiquitylated proteins (not free ubiquitin) by immunofluorescence (IF) upon germline-specific depletion of HSF-1 in the *rsks-1(ok1255)* animals starting from the young-adult stage for 24 h. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. The levels of histone H3 in the fully grown oocytes (as indicated by arrows) are quantified (B) together with the results from the wild-type animals as a control. The mean and standard deviation are plotted (wild-type, HSF-1 depletion: $N = 6$; the other three groups: $N = 10$). P -values were calculated by unpaired t-test. (C, D) Histograms showing the brood size (C) and embryo lethality (D) of the wild-type and *daf-2(1370)* animals treated with germline-specific *rsks-1* RNAi and with depletion of HSF-1 from the germline. The treatment of control RNAi (L4440) or RNAi against *rsks-1* started at the egg lay. HSF-1 depletion from the germline was initiated on Day 1 of adulthood. Embryo lethality was measured on Day 2 and after. Mean and standard deviation are plotted ($N > 15$). P -values were calculated by unpaired t-test. ns: $p > 0.05$.

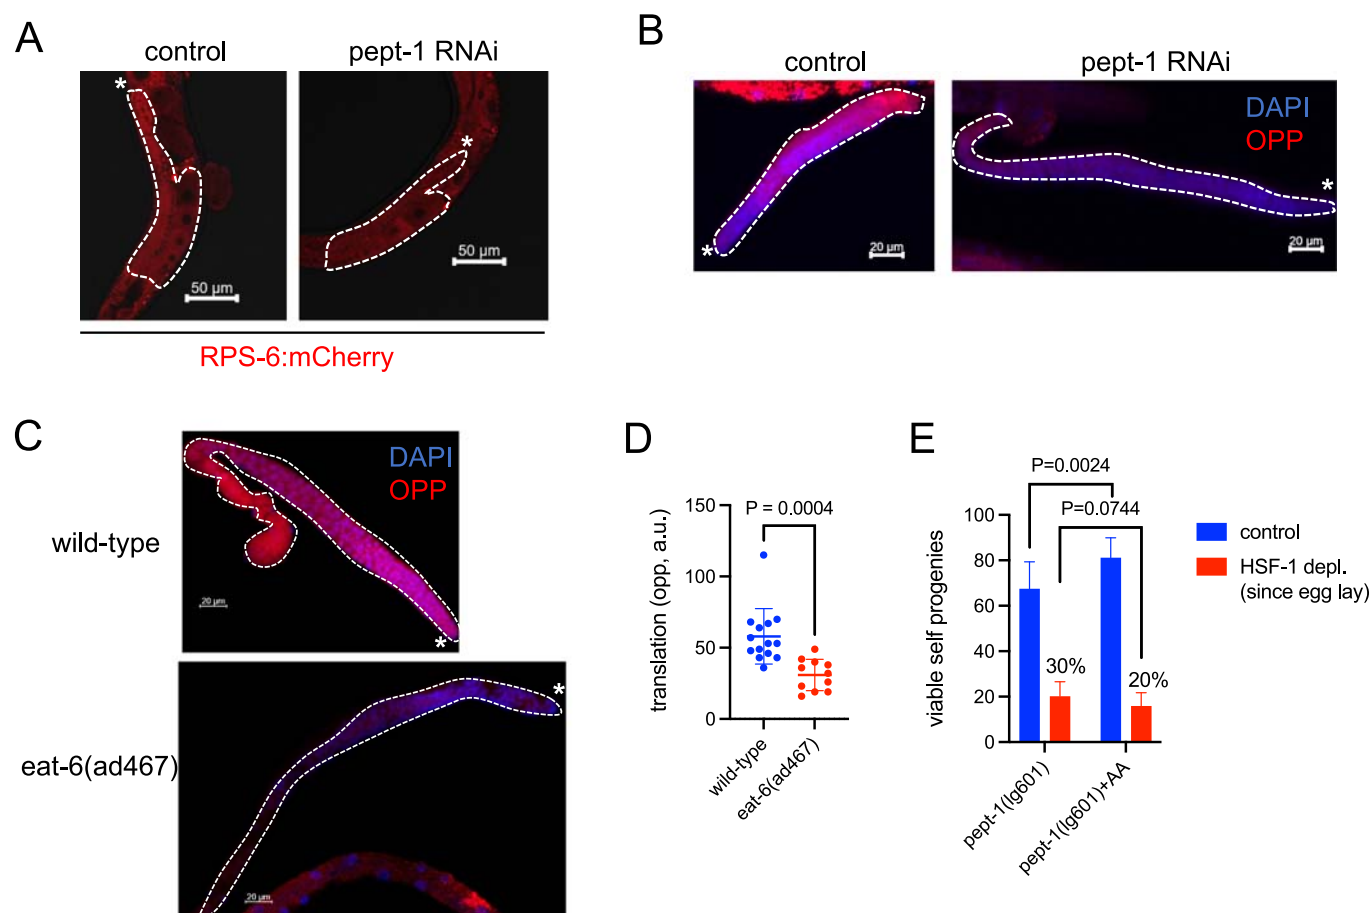

Figure EV5. Related to Fig. 7. Insulin/IGF-1 signaling (IIS) regulates germline protein synthesis and proteostasis via peptide uptake in the intestine.

(A, B) Representative images of the endogenously tagged RPS-6::mCherry protein (A) and translation measured by OPP incorporation (B) in the germline upon *pept-1* RNAi. RNAi started at egg lay, and measurement was done in young adults. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. (C, D) Representative images (C) and quantification (D) of translation measured by OPP incorporation in the germline of the wild-type and *eat-6(ad467)* animals. The *eat-6(ad467)* mutant serves as a dietary restriction model. The translation assay was done in young adults. The dashed lines outline the gonads with the white asterisks (*) marking the distal end. Mean and standard deviation are plotted (wild-type: $N = 14$; *eat-6(ad467)*: $N = 11$). The P -value was calculated by unpaired t-test. (E) Brood size analysis of the *pept-1(lg601)* animals in the presence or absence of amino acid (AA) supplements. Both depletion of HSF-1 from the germline and the supplement of AA started from egg lay. Mean and standard deviation are plotted ($N > 12$). P -values were calculated by unpaired t-test. The percentage of brood size obtained upon HSF-1 depletion compared with the corresponding control is labeled.

How the deposited data were processed for this re-analysis (not part of the article)

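The authors deposited tables of log2 CPM, made with edgeR from reads aligned by STAR to WBcel235 (also named ce11) and counted per gene by featureCounts, with multi-mapped and overlapping reads counted as fractions and genes of low expression removed. The authors also deposited a score per gene, the F statistic of their edgeR test, with its p-value and FDR, for HSF-1 depletion at 16 h and 88 h and for *daf-2(e1370)* against wild-type nuclei. The log2 fold changes in those tables are the authors' own. The strand setting of the counting is not given, and reads of paralogs or overlapping genes may be shared between them.
All 24 columns of the log2 tables were used, each matched to its sample by the words of the sample title and the key in the file. Values were used as deposited. The plan held a pseudocount of 1 for unlogged values, which does not apply to log2 values, so none was added except in the principal components and in the alternatives with a pseudocount of 0.1 or 2. Genes with at least 1 CPM in at least 25% of the libraries of a table were kept, 12634 of 12958 in the depletion table and 13613 of 14206 in the nuclei table. Gene names were found for 12519 and 13653 genes and positions for 12951 and 14186. The lowest value of each table, -4.09 and -3.89 on the log2 scale, marks 0 reads, and genes with a whole group at it are given as levels without a fold change. Reads per library were read back from the spacing of the 2000 lowest values.
Each gene was tested with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3, two-sided, with Benjamini-Hochberg over all genes kept and a threshold of 0.05. The depletion comparisons were fitted to all 12 libraries of the table, the *daf-2(e1370)* comparisons to the 6 nuclei or the 6 worm libraries, and the differences between comparisons and between nuclei and worms to all 12. Lists were fixed before the values were seen, 33 in all, and tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, with an estimated correlation, and fry as a test against no change, as alternatives. Counts of changed members are given over all genes and adjusted over the list alone. Over-representation among changed genes was tested with one-sided Fisher's exact tests, in place of the GO terms of the authors. Principal components used the 500 most variable genes. Medians of lists per library were compared with exact two-sided permutation tests, for which 0.1 is the smallest p with 3 against 3.
Named genes follow a rule set before the values were seen: (a) genes the paper names, (b) the 10 largest and 10 smallest log2 fold changes among genes past the threshold with groups that do not overlap and a mean of at least 5 CPM in the higher group, (c) up to 4 members of each list with the smallest adjusted p among those past, or the 2 of highest expression where none is, and (d) members that go against the majority of those past. Nothing in the sample records says that libraries come from separate cultures. The paper's heatmap legends call the columns biological replicates, without saying whether their cultures were separate. The p-values are therefore read as measuring only the spread between these samples. Libraries of equal number were taken as pairs where the deviations from their group means correlate above 0.1 across genes in every pair. That holds for control and depletion at each time. Yet libraries of unequal number reach 0.182 at 16 h and 0.421 at 88 h, above the lowest pairs (0.121 and 0.274). The correlations thus do not establish these pairs. The rule also holds for nuclei and worms of the wild type (0.117, 0.113 and 0.138). The nuclei and worms of *daf-2(e1370)* have 0.0729, 0.0966 and 0.088. The methods say that nuclei and whole worm lysate were both saved, without saying that equal numbers mark 1 preparation. A block for these pairs, with nuclei and worms of one genotype and number as a pair in both genotypes, a covariate of the sperm genes, leaving out the genes on the auxin list, leaving out the second nuclei library of each genotype and a filter of at least 1 read in every nuclei library were added after the data were seen. A first matched-set test by nearest neighbors was poorly matched and was replaced, after its result was seen, by matching within 0.25 in the log2 ratio of nuclei to worms and within 1 in the log2 level. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.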

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

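The 3 patterns weighed here were picked after their values were seen, and so were the sperm covariate and the matched sets.
Ribosomal protein transcripts are lower in *daf-2(e1370)* germline nuclei, and the preparation of the nuclei could lie behind it. If *daf-2(e1370)* nuclei carried along less cytoplasm, other genes with the same ratio of nuclei to worms should fall as far. For 60 of 84 ribosomal protein genes, 2213 genes matched in that ratio and in level were found, while the most abundant ones had too few matches. Over 10000 random sets of them the median was -0.19 and the lowest -0.59, against -0.80 for the ribosomal protein genes. The matched genes thus fell less. Their ratio of nuclei to worms also depends on expression in somatic cells, so they need not follow cytoplasm as closely. The test therefore cannot say how much of the change less cytoplasm could explain. More genes were at the floor in *daf-2(e1370)* nuclei (2166 to 2815) than in wild-type nuclei (1424 to 1641). Relative to worms, intestine markers (-1.21) and chaperones of the endoplasmic reticulum (-0.62) were also lower in these nuclei. Mitochondrial genome transcripts (1.00) and ribosome biogenesis genes (1.00) went the other way. After the scaling that shrinks the pattern more its median is -0.62, and without the library that shrinks it most, wild-type replicate 1, it is -0.60, so neither the scaling nor 1 library alone makes it.
Ribosomal protein transcripts were lower after HSF-1 depletion for 88 h as well, with a median of -0.31 over 84 genes, 0 positive and none past the limma test (camera adjusted p = 5.31e-32, and adjusted p = 0.421 with an estimated correlation). *rps-6* had 2430.0 ± 228 and 1994 ± 153 CPM. Without control replicate 1 the median is -0.13, so this control library may account for more than 50% of it. With the level of the sperm genes as a covariate for stage it is -0.28. This covariate covers stage only as far as sperm genes follow it. Without the same control library the median of cuticle genes at 88 h also turns from -0.24 to 0.08, so a difference in stage is not excluded.
Proteasome subunits were slightly higher as a list at 16 h (median 0.15, camera adjusted p = 1.34e-13), with 0 of 33 past the limma test and the call lost with an estimated correlation (adjusted p = 0.539). After the scaling that shrinks the shift more the median is 0.13, so the scaling is not a likely source. With the sperm covariate it is 0.14, which does not exclude differences in stage that sperm genes do not follow. The share of ribosomal RNA was also higher in every depletion library at 16 h than in every control, and whether it has a part was not tested. On the list of genes induced by auxin itself there are 0 proteasome subunits, which does not settle whether auxin itself could shift them all by little.
With the preset correlation, camera found lists whose response to depletion differed between 88 h and 16 h, given here as the median difference and the adjusted p with an estimated correlation. They are cytosolic chaperones (-0.12, adjusted p = 0.554), ribosomal proteins (-0.23, adjusted p = 0.621), histones (-0.27, adjusted p = 0.621), meiosis genes (-0.11, adjusted p = 0.86), mitochondrial genome transcripts (0.14, adjusted p = 0.86), mitochondrial ribosomal proteins (-0.15, adjusted p = 0.554), proteasome subunits (-0.10, adjusted p = 0.707), splicing factors (-0.10, adjusted p = 0.621), elongation factors (-0.19, adjusted p = 0.621) and initiation factors (-0.14, adjusted p = 0.554). Lists whose *daf-2(e1370)* effect differed between nuclei and worms are cytosolic chaperones (-0.43, adjusted p = 0.701), ribosomal proteins (-0.37, adjusted p = 0.812), chaperones of the endoplasmic reticulum (-0.62, adjusted p = 0.701), intestine markers (-1.21, adjusted p = 0.0962), mitochondrial genome transcripts (1.00, adjusted p = 0.701), ribosome biogenesis genes (1.00, adjusted p = 0.701) and xenobiotic enzymes (-0.97, adjusted p = 0.102). With a block for each pair of libraries, sperm genes (-0.28, adjusted p = 0.0021) and cuticle genes (-0.08, adjusted p = 0.0456) are also called between the times, and mitochondrial ribosomal proteins (0.18, adjusted p = 0.0433) and elongation factors (-0.70, adjusted p = 0.0244) between nuclei and worms. Left out alone, 1 library turns some of these differences between the times around, sperm genes to 0.44 (adjusted p = 0.00247) without the 16 h control replicate 2, and cuticle genes to 0.13 (adjusted p = 0.0377) and mitochondrial genome transcripts to -0.08 (adjusted p = 0.328) without the 88 h control replicate 1. Quantile scaling ends the calls between the times of meiosis genes (-0.02, adjusted p = 0.286), splicing factors (-0.05, adjusted p = 0.134), proteasome subunits (-0.05, adjusted p = 0.0599) and elongation factors (-0.10, adjusted p = 0.0579), and between nuclei and worms that of mitochondrial genome transcripts (0.21, adjusted p = 0.592), where median-of-ratios scaling ends that of cytosolic chaperones (-0.27, adjusted p = 0.0695). Of single genes, 14 differed between nuclei and worms, and 1 does with a block for each pair. Most of the 14, such as *clec-56*, *T25C12.3* and *lbp-3*, were at the floor in every library of *daf-2(e1370)* nuclei. The study did not report tests on the 2453 genes that changed in *daf-2(e1370)* worms, or on the 4808 in the wild type and 7256 in *daf-2(e1370)* that differed between nuclei and worms.
The same libraries were also split in other ways. Each comparison of 3 against 3 has 10 splits, all of which were run, too few for a share under 0.05. The real split alone, 1 of 10, reached its own count for depletion at 88 h (13 genes, the highest other 2), *daf-2(e1370)* nuclei (524, the highest other 0), *daf-2(e1370)* worms (2453, 0), and nuclei against worms in the wild type (4808, 0) and in *daf-2(e1370)* (7256, 0). At 16 h, 2 of 10 splits gave at least the 10 genes of the real one, and the highest other gave 597, with control replicates 1 and 3 and depletion replicate 1 against the rest, which points to a structure among the samples. Of 4 splits at each time that keep the pairs of libraries on opposite sides, the highest other gave 0. For the differences between comparisons 100 splits were drawn. The difference of 88 h and 16 h has a real count of 0, which all 100 reach whatever the data, so this says nothing about chance. Its highest other split, 879, again points to a structure among the samples. For the difference between nuclei and worms 7 of 100 gave at least 14, with 444 as the highest other, so chance is not excluded by them, but most of these splits part nuclei from worms of equal number. Of the 10 splits that move nuclei and worms of equal number together, too few for a share under 0.05, the highest other gave 0. With a block for each such pair, chosen after the values were seen, 1 gene passes, and the highest other of these splits gives 0.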

How the results depend on the processing

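The limits of these data are few libraries (3 per group), whole animals in the depletion experiment, and nuclei libraries with many genes at 0 reads. Nothing in the sample records pairs the libraries. Count tests by quasi-likelihood, likelihood ratio or DESeq2 were not run, since the low values are only partly whole reads. The alternatives with a block for each pair of libraries, a sperm covariate, no genes on the auxin list, the second library of each genotype left out, and at least 1 read in every nuclei library were chosen after seeing the data, and so was running the settings of the counts on single genes. No filter and a pseudocount of 0.1 moved each count of genes by less than 1.5 times, as in nuclei to 494 (168 higher, 326 lower) and 551 (203 higher, 348 lower), and no filter ends the calls of 4 named genes. Leaving out the genes on the auxin list keeps the log2 fold changes and nearly keeps the unadjusted p of the named genes. Calls of named genes lost there are thus lost through the adjustment. Why the other settings move these values was not tested.
Genes changed by HSF-1 depletion at 16 h were 10 and are 1 (0 higher, 1 lower) without genes on the auxin list. At 88 h they were 13 and are 8 (8 higher, 0 lower) with an absolute log2 fold change of at least 1, 8 (7 higher, 1 lower) with only the 2 compared groups in the fit, 2 (1 higher, 1 lower) without genes on the auxin list, and 32 (22 higher, 10 lower) by the authors' deposited p-values. Leaving out 1 library gives 6 (control replicate 2) to 9 (control replicate 1) at 16 h, and 8 (control replicate 3) to 10 (control replicate 2) at 88 h.
Genes changed in *daf-2(e1370)* nuclei were 524. They are 940 (394 higher, 546 lower) at a mean of at least 5 CPM, 1068 (455 higher, 613 lower) after quantile scaling, 0 with the replicate number as a block, 839 (325 higher, 514 lower) with the robust option, 1791 (645 higher, 1146 lower) with all 12 libraries, 0 with a muscle marker covariate, 0 with the second library of each genotype left out, 1103 (472 higher, 631 lower) with at least 1 read in every nuclei library, and 1582 (645 higher, 937 lower) by the authors' deposited p-values. Leaving out 1 library gives 0 (*daf-2(e1370)* nuclei replicate 1, and also 2 or 3) to 305 (wild-type nuclei replicate 2). In worms 2453 genes changed, 1558 (684 higher, 874 lower) after quantile scaling, 4122 (1932 higher, 2190 lower) with the replicate number as a block and 798 (166 higher, 632 lower) with all 12 libraries, and from 778 (without wild-type worm replicate 1) to 3588 (without wild-type worm replicate 2). The difference between nuclei and worms had 14 genes, 53 (36 higher, 17 lower) with a pseudocount of 2, 26 (13 higher, 13 lower) after median-of-ratios scaling, 131 (97 higher, 34 lower) with the replicate number as a block and 1 (0 higher, 1 lower) with a block for each pair of nuclei and worms, and from 0 to 181 (without wild-type worm replicates 1 and 2). Genes that differ between nuclei and worms were 4808 in the wild type and 7256 in *daf-2(e1370)*. Without 1 library in turn they range from 3150 (without wild-type worm replicate 2) to 4293 and from 5923 to 7202, and in the other settings from 3946 to 5623 and from 5227 to 7573.
*hsp-1* at 16 h is -0.82 (limma adjusted p = 0.0652) with a pseudocount of 2 and -0.81 after median-of-ratios scaling. *dnj-13* at 88 h is -0.48 after that scaling. *sti-1* at 88 h is -0.41 after quantile scaling and -0.41 with the replicate number as a block (limma adjusted p = 0.0431). Without 1 library in turn, at 16 h *hsp-90* ranges from -0.97 to -0.91, *hsp-1* from -0.94 to -0.73, *dnj-13* from -0.36 to -0.25 and *sti-1* from -0.26 to -0.15. At 88 h these ranges are -0.92 to -0.85, -0.88 to -0.77, -0.51 to -0.47 and -0.46 to -0.36. *hsp-90* passes in all of them, while *hsp-1* and *dnj-13* at 88 h pass in none. With only the 2 compared groups, or without genes on the auxin list, the log2 fold changes of these genes are as in the text, and of the calls only *hsp-90* is kept.
The medians of lists stay the same under other list tests. With an estimated correlation the camera calls are lost for ribosomal proteins at 16 h (-0.061, adjusted p = 0.911), at 88 h (-0.31, adjusted p = 0.421), in nuclei (-0.83, adjusted p = 0.467) and in worms (-0.43, adjusted p = 0.647), and for proteasome subunits at 16 h (0.15, adjusted p = 0.539) and 88 h (0.074, adjusted p = 0.89). fry asks another question, whether a list moves one way at all and not whether it moves more than other genes. It gives adjusted p = 0.948, adjusted p = 0.231 and adjusted p = 0.0799 for ribosomal proteins at 16 h, at 88 h and in nuclei, and adjusted p = 0.187 and adjusted p = 0.891 for proteasome subunits at 16 h and 88 h. With the sperm covariate, ribosomal proteins at 16 h are at -0.021 (camera adjusted p = 0.0654) and proteasome subunits at 88 h at 0.062 (camera adjusted p = 0.194). The cell cycle genes at 16 h turn to -0.031 after quantile scaling (camera adjusted p = 0.0294).
Without 1 library in turn, ribosomal proteins range from -0.088 to -0.0091 at 16 h, -0.38 to -0.13 at 88 h, -0.98 to -0.60 in nuclei and -0.49 to -0.38 in worms, and proteasome subunits from 0.13 to 0.18 at 16 h and 0.011 to 0.096 at 88 h. Lists that turn direction are sperm genes at 16 h (-1.05 to 0.32), aminoacyl-tRNA synthetases (-0.015 to 0.044), DNA repair (-0.013 to 0.13), cuticle (-0.66 to 0.080) and oocyte genes (-0.066 to 0.056) at 88 h, and splicing factors in nuclei (-0.050 to 0.12). In the difference of 88 h and 16 h, DNA repair (-0.058 to 0.083), cuticle (-0.46 to 0.13), mitochondrial genome transcripts (-0.077 to 0.26) and sperm genes (-0.90 to 0.44) do.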

Differences from the paper's values

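Fig. 3D shows, read by eye, about 10 lower and about 13 higher genes after HSF-1 depletion from egg lay in *daf-2(e1370)*, apart from those induced by auxin. Here 3 lower and 3 higher genes not on the auxin list passed at 88 h. The authors' deposited p-values, adjusted over the genes kept, give 10 and 13. No other setting planned before the values were seen reaches them: an absolute log2 fold change of at least 1 gives 0 lower and 2 higher, a pseudocount of 0.1 gives 3 and 3, a pseudocount of 2 gives 4 and 4, no filter 3 and 3, a mean of at least 5 CPM 3 and 2, median-of-ratios scaling 2 and 3, quantile scaling 4 and 3, the replicate block 4 and 4, the robust option 3 and 3, only the 2 compared groups 1 and 0, and leaving out 1 library 1 lower and 1 to 2 higher.
The paper names *dnj-13* and *sti-1* among the chaperones that decrease. At 16 h neither passes here, and in the authors' deposited 16 h table they have an FDR of 0.146 and 0.516. At 88 h *sti-1* does not pass here (adjusted p = 0.179), and in the authors' table it has an FDR of 0.0412. It passes here after quantile scaling (adjusted p = 0.0281) and with the replicate number as a block (adjusted p = 0.0431), and does not with a block for each pair of libraries (adjusted p = 0.073).
The paper reports no induction of the ubiquitin-proteasome system, of which only the proteasome subunits were tested here as a list. Of these subunits 0 pass, while their list as a whole shifts by 0.15 at 16 h (camera adjusted p = 1.34e-13), a call lost with an estimated correlation (adjusted p = 0.539).
The paper describes almost all ribosomal protein genes as lower in *daf-2(e1370)* germline nuclei. Here 84 of 84 are negative, 4 pass over all genes and 47 over the list alone, and 48 pass in the authors' table. The paper places protein synthesis among the most enriched of the decreased gene groups. Here ribosomal proteins are 1.9 times as common among the lower genes as among all tested, which does not pass (one-sided Fisher's exact p = 0.159) and rests on 4 genes. A simulation with 200 changed genes drawn at random recovered 1% of changes of 1 on the log2 scale in nuclei. That share need not hold for this list. In the authors' table 48 of 84 are lower, against 918 of all 14206 genes. The paper shows multiple initiation and elongation factors as lower. Here 1 of 35 initiation factors and 0 of 6 elongation factors pass, against 4 and 4 in the authors' table, and after quantile scaling the elongation factors *eef-1A.1* (adjusted p = 0.00285) and *eef-1G* (adjusted p = 0.0149) pass. The authors' table calls 1552 genes in nuclei, and 524 are called here. *mrps-6* does not pass here (limma adjusted p = 0.12). The paper shows *pept-1* as lower in *daf-2(e1370)* animals by qPCR at the late L4 stage (Fig. 6C). Here, in whole worms at the young adult stage, it is higher (0.95, limma adjusted p = 0.0438), which does not pass after quantile scaling (adjusted p = 0.0989) or with a pseudocount of 2 (adjusted p = 0.0528). The methods name a likelihood ratio test, and the deposited tables hold an F statistic.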

Other observations

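In whole *daf-2(e1370)* worms *sod-3* rose from 0.479 ± 0.256 to 25.5 ± 7.20 CPM (5.82, limma adjusted p = 2.13e-05) and *fat-5*, a fatty acid desaturase, from 3.198 ± 0.597 to 20.2 ± 1.59 CPM (2.67), with 9 of 13 DAF-16 Class I genes higher (9 adjusted over the list alone, median 2.25, camera adjusted p = 2.39e-07, and adjusted p = 0.647 with an estimated correlation). Of the Class II genes, *dod-24* (-4.41) and *dod-17* (-2.66) fell, while in these young adults *pept-1* rose from 21.2 ± 5.11 to 40.7 ± 8.08 CPM (0.95, limma adjusted p = 0.0438, adjusted p = 0.0989 after quantile scaling and adjusted p = 0.0528 with a pseudocount of 2). In germline nuclei *pept-1* had 4.26 ± 2.33 and 3.37 ± 1.23 CPM (limma adjusted p = 0.877). Of the insulin and TOR pathways (median 0.50, camera adjusted p = 0.0141, and adjusted p = 0.647 with an estimated correlation, and adjusted p = 0.0687 after quantile scaling), *akt-1*, a kinase, rose from 51.6 ± 14.2 to 118 ± 11.3 CPM. *pqm-1*, a transcription factor of the Class II response, fell from 14.9 ± 1.04 to 5.11 ± 0.480 CPM. With all 12 libraries in the fit *dod-17*, *pept-1* and *akt-1* no longer pass. The share of ribosomal RNA is lower in every *daf-2(e1370)* worm library than in every wild-type one, and its part in the changes in worms was not tested.
Lists of tissue and germ cell genes in whole *daf-2(e1370)* worms had calls that the estimated correlation does not keep, and whether the share of a tissue or its expression differs was not tested. Pharynx markers were lower, *myo-2*, a pharyngeal myosin, from 16.44 ± 9.81 to 2.67 ± 0.839 CPM, with 5 of 7 genes past the test (6 adjusted over the list alone, median -1.61, camera adjusted p = 0.00389, and adjusted p = 0.647 with an estimated correlation). Vitellogenins (median 2.097, 5 of 6 higher, camera adjusted p = 4.65e-05, and adjusted p = 0.647 with an estimated correlation), oocyte genes (0.99, 7 of 20 higher, camera adjusted p = 3.72e-06, and adjusted p = 0.647 with an estimated correlation), meiosis genes (0.58, 10 higher, such as *zhp-3*, needed for crossovers, which does not pass with all 12 libraries in the fit, camera adjusted p = 1.19e-05, and adjusted p = 0.647 with an estimated correlation), DNA repair genes (0.49, 3 higher, camera adjusted p = 7.93e-05, and adjusted p = 0.647 with an estimated correlation) and cell cycle genes (0.70, 3 higher and 1 lower, camera adjusted p = 3.72e-06, and adjusted p = 0.647 with an estimated correlation) were higher as lists. Mitochondrial genome transcripts (-0.88, 3 lower, camera adjusted p = 0.0117, and adjusted p = 0.647 with an estimated correlation, and -0.43 with adjusted p = 0.307 after quantile scaling), sperm genes (-0.62, 11 lower and 1 higher, camera adjusted p = 0.000428, and adjusted p = 0.647 with an estimated correlation), histones (-0.61, 2 lower, camera adjusted p = 0.0427, and adjusted p = 0.647 with an estimated correlation, adjusted p = 0.0888 with the replicate number as a block, adjusted p = 0.0526 after median-of-ratios scaling, and -0.26 with adjusted p = 0.23 after quantile scaling) and cuticle genes (-1.27, 41 lower and 21 higher, camera adjusted p = 0.00767, and adjusted p = 0.647 with an estimated correlation) were lower. Xenobiotic enzymes had 26 higher and 19 lower genes (median 0.34, camera adjusted p = 0.0185, and adjusted p = 0.647 with an estimated correlation). In worms *hsp-90* was at 0.57 (limma adjusted p = 0.315) and *hsp-1* at -0.30 (adjusted p = 0.458), the 4 chaperones had a median of 0.43 (camera adjusted p = 0.421), and the cytosolic chaperones 0.19 (adjusted p = 0.153), of which *hip-1* rose.
Lists not called in worms have medians of 0.40 (autophagy, camera adjusted p = 0.227), 0.13 (proteasome, adjusted p = 0.368), 0.03 (endoplasmic reticulum chaperones, adjusted p = 0.901), -0.12 (mitochondrial chaperones, adjusted p = 0.53), 1.79 (heat-inducible genes, adjusted p = 0.361), -0.07 (mitochondrial ribosomal proteins, adjusted p = 0.727), 0.03 (initiation factors, adjusted p = 0.901), -0.24 (elongation factors, adjusted p = 0.892), -0.21 (Class II genes, adjusted p = 0.153) and 0.16 (intestine markers, adjusted p = 0.456). In nuclei, autophagy genes had -0.02 (camera adjusted p = 0.233), mitochondrial chaperones 0.05 (adjusted p = 0.617), heat-inducible genes -0.60 (adjusted p = 0.66), mitochondrial genome transcripts 0.20 (adjusted p = 0.425) and the 4 chaperones -0.51 (adjusted p = 0.313).
Markers of somatic cells in nuclei and in worms had medians of -0.30 and -0.18 for body wall muscle (camera adjusted p = 0.384 and adjusted p = 0.386), -0.23 and -0.11 for neurons (adjusted p = 0.781 and adjusted p = 0.59), -1.21 and -0.63 for coelomocytes (adjusted p = 0.726 and adjusted p = 0.522) and -0.60 and 0.16 for the somatic gonad (adjusted p = 0.47 and adjusted p = 0.77). Pharynx markers in nuclei had -0.60 (adjusted p = 0.352).
In the depletion experiment, sperm genes were lower as a list at 16 h (-0.27, camera adjusted p = 0.0116, and adjusted p = 0.911 with an estimated correlation) and 88 h (-0.52, camera adjusted p = 9.46e-05, and adjusted p = 0.89 with an estimated correlation). The direction at 16 h hangs on single libraries, as the median turns to 0.32 without control replicate 1 and to 0.17 without depletion replicate 2. At 16 h body wall muscle markers (-0.33, camera adjusted p = 0.000448, and adjusted p = 0.852 with an estimated correlation) and ribosomal proteins (-0.06, camera adjusted p = 0.00356, and adjusted p = 0.911 with an estimated correlation) were lower, and histones (0.38, camera adjusted p = 0.000755, and adjusted p = 0.539 with an estimated correlation), aminoacyl-tRNA synthetases (0.07, camera adjusted p = 0.000448, and adjusted p = 0.852 with an estimated correlation) and DNA repair genes (0.07, camera adjusted p = 0.00264, and adjusted p = 0.911 with an estimated correlation) higher. This call of ribosomal proteins is lost without control replicate 1 (-0.0091, camera adjusted p = 0.0922), control replicate 2 (adjusted p = 0.0532) or depletion replicate 1 (adjusted p = 0.307). At 88 h mitochondrial ribosomal proteins (-0.12, camera adjusted p = 1.68e-07, and adjusted p = 0.421 with an estimated correlation), elongation factors (-0.20, camera adjusted p = 0.00199, and adjusted p = 0.421 with an estimated correlation), initiation factors (-0.13, camera adjusted p = 0.0003, and adjusted p = 0.421 with an estimated correlation), meiosis genes (-0.08, camera adjusted p = 0.0472, and adjusted p = 0.89 with an estimated correlation) and splicing factors (-0.08, camera adjusted p = 0.0371, and adjusted p = 0.802 with an estimated correlation) were lower, and mitochondrial genome transcripts (0.23, camera adjusted p = 0.00022, and adjusted p = 0.802 with an estimated correlation) and DNA repair genes (0.06, camera adjusted p = 0.00575, and adjusted p = 0.89 with an estimated correlation, and a median of -0.013 without control replicate 1) higher. Protein genes of the mitochondrial genome took 1.05% of the reads in 88 h control replicate 1. They took 1.77% and 1.67% in the other controls and 1.62% to 1.9% with depletion, so this rise may rest on that control. With each pair of libraries as a block the 88 h calls of meiosis genes (-0.08, adjusted p = 0.154) and splicing factors (-0.08, adjusted p = 0.0961) are lost, while cuticle genes at 88 h (-0.24, adjusted p = 0.00285) and oocyte genes at 16 h (0.07, adjusted p = 0.039) are gained, the former also with the replicate number as a block (adjusted p = 0.0132). Without control replicate 1 the median of the cuticle genes at 88 h turns to 0.08 (adjusted p = 0.0292). Median-of-ratios scaling ends these calls of meiosis genes (adjusted p = 0.11) and splicing factors (adjusted p = 0.0551), and quantile scaling those of aminoacyl-tRNA synthetases (adjusted p = 0.139) and DNA repair genes (adjusted p = 0.292) at 16 h. Without a block, cuticle genes had -0.02 at 16 h and -0.24 at 88 h (camera adjusted p = 0.946 and adjusted p = 0.118), oocyte genes 0.07 and -0.01 (adjusted p = 0.0744 and adjusted p = 0.962), vitellogenins -0.07 and -0.03 (adjusted p = 0.703 and adjusted p = 0.962), pharynx markers -0.54 and -0.07 (adjusted p = 0.0787 and adjusted p = 0.962), intestine markers -0.06 and -0.11 (adjusted p = 0.492 and adjusted p = 0.276), ribosome biogenesis genes -0.04 and -0.06 (adjusted p = 0.0964 and adjusted p = 0.0984) and cell cycle genes 0.01 and -0.05 (adjusted p = 0.997 and adjusted p = 0.268).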
